# The exon junction complex regulates the splicing of cell polarity gene *dlg1* to control Wingless signaling in development

**DOI:** 10.7554/eLife.17200

**Published:** 2016-08-18

**Authors:** Min Liu, Yajuan Li, Aiguo Liu, Ruifeng Li, Ying Su, Juan Du, Cheng Li, Alan Jian Zhu

**Keywords:** discs large, Dishevelled, exon junction complex, RNA splicing, Wnt/Wingless signaling, *D. melanogaster*

## Abstract

Wingless (Wg)/Wnt signaling is conserved in all metazoan animals and plays critical roles in development. The Wg/Wnt morphogen reception is essential for signal activation, whose activity is mediated through the receptor complex and a scaffold protein Dishevelled (Dsh). We report here that the exon junction complex (EJC) activity is indispensable for Wg signaling by maintaining an appropriate level of Dsh protein for Wg ligand reception in *Drosophila*. Transcriptome analyses in *Drosophila* wing imaginal discs indicate that the EJC controls the splicing of the cell polarity gene *discs large 1 (dlg1*), whose coding protein directly interacts with Dsh. Genetic and biochemical experiments demonstrate that Dlg1 protein acts independently from its role in cell polarity to protect Dsh protein from lysosomal degradation. More importantly, human orthologous Dlg protein is sufficient to promote Dvl protein stabilization and Wnt signaling activity, thus revealing a conserved regulatory mechanism of Wg/Wnt signaling by Dlg and EJC.

**DOI:** http://dx.doi.org/10.7554/eLife.17200.001

## eLife digest

Animal development involves different signaling pathways that coordinate complex behaviors of the cells, such as changes in cell number or cell shape. One such pathway involves a protein called Wingless/Wnt, which controls cell fate and growth and is also involved in tumor formation in humans. In recent decades, scientists have made a lot of progress in understanding how this signaling pathway operates. However, it is not well understood how the Wingless/Wnt signaling pathway interacts with other regulatory networks during development.

Now, Liu, Li et al. unveil a new regulatory network that controls the Wingless/Wnt pathway in fruit flies and in mammalian cells grown in the laboratory. The experiments show that an RNA binding protein family named the Exon Junction Complex positively regulates a protein called Dishevelled, which serves as a hub in the Wingless/Wnt pathway. The Exon Junction Complex keeps the amount of Dishevelled protein in check via an interaction with another protein referred to as Discs large. Further experiments indicated that Discs large binds to and protects Dishevelled from being degraded inside the cell.

Liu et al.'s findings highlight a new control mechanism for the Wingless/Wnt signaling pathway. In the future, the findings may also aid the development of new approaches to prevent or treat birth defects and cancer.

**DOI:** http://dx.doi.org/10.7554/eLife.17200.002

## Introduction

Canonical Wingless (Wg)/Wnt signaling plays an evolutionarily conserved role in dictating cell proliferation, pattern formation, stem cell maintenance and adult tissue homeostasis. Given the importance of Wg/Wnt signaling in many cellular processes, it is not surprising that dysregulation of Wg/Wnt signaling in humans results in developmental defects as well as cancer (MacDonald et al., 2009; Clevers and Nusse, 2012). In *Drosophila*, Wg ligand binds to the seven-pass transmembrane receptors Frizzled/Frizzled2 (Fz/Fz2) and a co-receptor Arrow (Arr), a homolog of vertebrate LRP5/6. Formation of this trimeric complex activates a scaffold protein Dishevelled (Dsh) on the plasma membrane, leading to disruption of the Axin-mediated degradation complex and hence stabilization of Armadillo (Arm), a homolog of vertebrate β-catenin. Accumulated Arm then translocates to the nucleus to activate target gene transcription (MacDonald and He, 2012). Although core components of the Wg/Wnt signaling cascade have been identified, gaps in the understanding of this critical signaling pathway still remain to be filled. To unveil novel regulators of Wg signaling, we conducted a genome-wide RNAi screen in the developing *Drosophila* wing, from which a RNA binding exon junction complex (EJC) emerged as a positive regulator of Wg signaling.

The EJC is known to act in several aspects of posttranscriptional regulation, including mRNA localization, translation and degradation (Tange et al., 2004; Le Hir et al., 2016). After transcription, the pre-mRNA associated subunit eIF4AIII is loaded to nascent transcripts about 20–24 bases upstream of each exon junction, resulting in binding of Mago nashi (Mago)/Magoh and Tsunagi (Tsu)/Y14 proteins to form the pre-EJC core complex. The pre-EJC then recruits other proteins including Barentsz (Btz) to facilitate its diverse function (Shibuya et al., 2004). In vertebrates, the EJC is known to ensure translation efficiency (Nott et al., 2004) as well as to activate nonsense-mediated mRNA decay (NMD) (Gatfield et al., 2003; Chang et al., 2007). In *Drosophila*, however, the EJC does not contribute to NMD (Gatfield et al., 2003). It is instead required for the *oskar* mRNA localization to the posterior pole of the oocyte (Newmark and Boswell, 1994; Hachet and Ephrussi, 2001; Mohr et al., 2001; van Eeden et al., 2001; Palacios et al., 2004). Very recently, the pre-EJC has been shown to play an important role in alternative splicing of mRNA in *Drosophila*. Reduced EJC expression results in two forms of aberrant splicing. One is the exon skipping, which occurs in *MAPK* and transcripts that contain long introns or are located at heterochromatin (Ashton-Beaucage et al., 2010; Roignant and Treisman, 2010). The other is the intron retention on *piwi* transcripts (Hayashi et al., 2014; Malone et al., 2014). Furthermore, transcriptome analyses in cultured cells indicates the role of EJC in alternative splicing is also conserved in vertebrates (Wang et al., 2014).

In this study, we have utilized the developing *Drosophila* wing as an in vivo model system to investigate new mode of regulation of Wg signaling. We find that the pre-EJC positively regulates Wg signaling through its effect on facilitating Wg morphogen reception. Further studies reveal that the basolateral cell polarity gene *discs large 1 (dlg1*) is an in vivo target of the pre-EJC in Wg signaling. We show that Dlg1 acts independently from its role on cell polarity to stabilize Dsh protein, thus allowing Wg protein internalization required for signaling activation. Furthermore, we demonstrate that human Dlg2 exhibits a similar protective role on Dvl proteins to enhance Wnt signaling in cultured human cells. Taken together, our study unveils a conserved regulatory mechanism of the EJC and Dlg in Wg/Wnt signaling.

## Results

### The pre-EJC is required for Wg signaling in the developing *Drosophila* wing

The majority of the Wg/Wnt signaling components have been identified through classical forward genetic screens in *Drosophila* (Swarup and Verheyen, 2012; Jenny and Basler, 2014). However, these screens failed to uncover a regulatory role of RNA processing in Wg signaling, probably due to the fact that most components of RNA machineries exhibit pleiotropic effects in early development. In an in vivo RNAi screen, we found that knocking down three core components of the pre-EJC, *tsu, mago* and *eIF4AIII*, respectively, resulted in loss of marginal tissues and sensory bristles in adult *Drosophila* wing blade (Figure 1—figure supplement 1E–G), which resembles stereotypical phenotypes associated with reduced Wg signaling. Furthermore, loss-of-function *tsu^Δ18^* or *mago^93D^* mutants (Roignant and Treisman, 2010) displayed similar defects in wing development (Figure 1A,B). To confirm that Wg signaling was indeed altered in pre-EJC mutants, we examined in wing imaginal discs the expression of two Wg signaling targets, *senseless (sens*) and *Distal-less (Dll*) (Seto and Bellen, 2006), which respond to graded Wg morphogen. We observed obvious loss of Sens and Dll protein production in *tsu* or *mago* somatic clones (Figure 1C–F; Figure 1—figure supplement 2A–D). However, Sens expression was not altered in somatic clones of *btz* (Figure 1—figure supplement 3A,B), which is a cytoplasmic component of the EJC (Palacios et al., 2004), suggesting that the role of EJC in Wg signaling is independent of its cytoplasmic function. To directly monitor transcriptional activity of Wg signaling in pre-EJC defective wing discs, two *lacZ* enhancer traps inserted in the genomic loci of Wg targets, *frizzled3 (fz3*) (Sivasankaran et al., 2000) and *Dll*, were used. As expected, the expression of *fz3-lacZ* and *Dll-lacZ* was decreased when *tsu* activity was reduced (Figure 1G,H, Figure 1—figure supplement 1H–J). Taken together, the above data indicate that the pre-EJC activity is required for Wg signaling activation in the developing fly wing.

**Figure 1.**
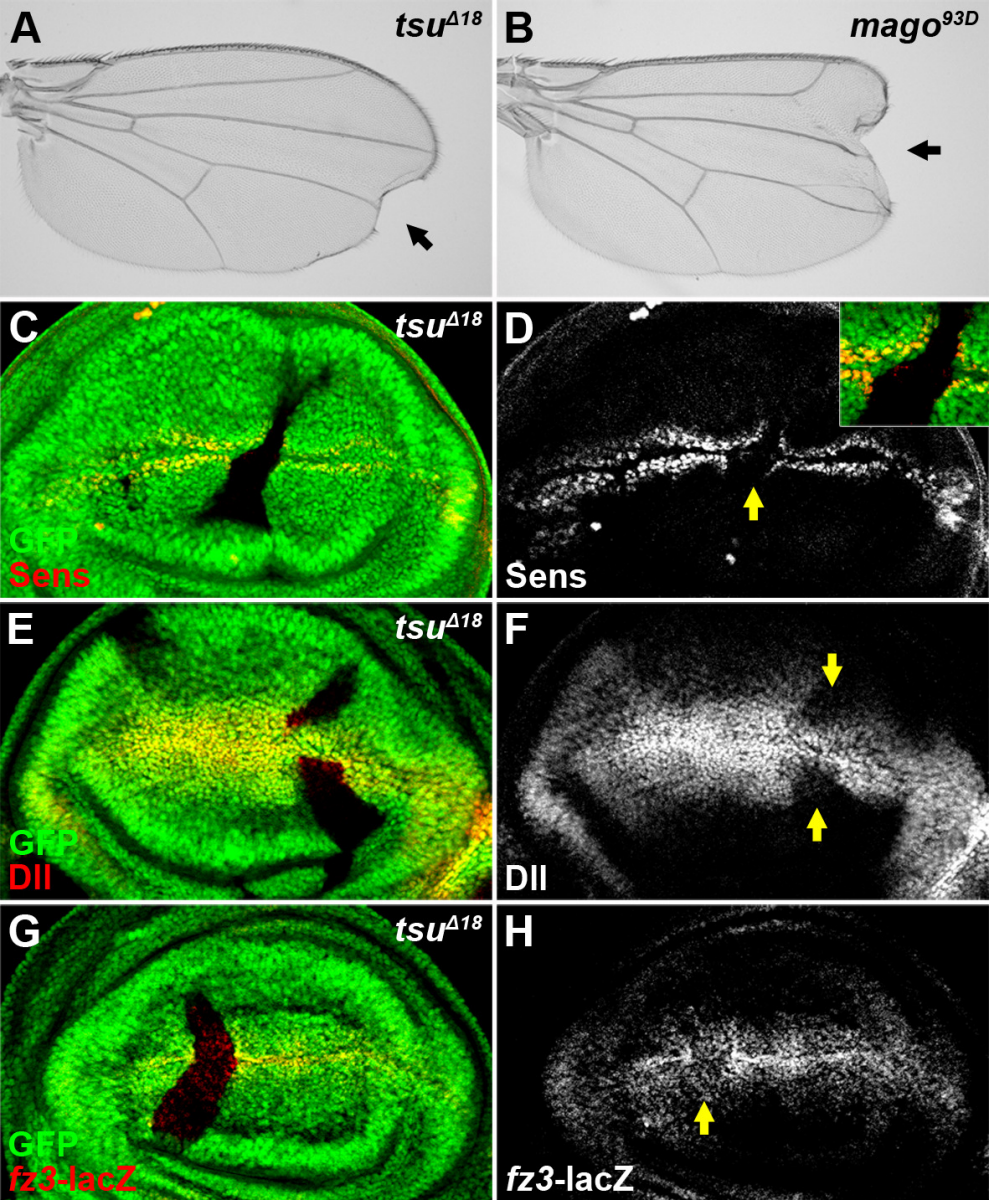
The pre-EJC positively regulates Wg signaling. (**A**,**B**) A typical loss of Wgsignaling wing margin phenotype was observed when *tsu^Δ18^* or *mago^93D^* mutant somatic clones were generated in adult wings. Arrows indicate serrated wing margin. (**C**–**H**) The production of Wg signaling targets Sens (**C**,**D**), Dll (**E**,**F**) and *fz3-lacZ* (**G**,**H**) was reduced in *tsu^Δ18^* clones (marked by the absence of GFP and hereafter in subsequent figures). The positions of clones are indicated by arrows. **DOI:** http://dx.doi.org/10.7554/eLife.17200.003

**Figure 1—figure supplement 1.**
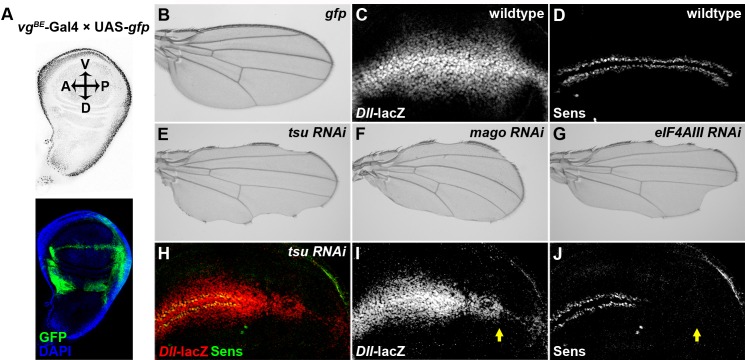
Knocking down individual components of the pre-EJC reduces Wg signaling in the developing wing. (**A**) The *vg^BE^*-Gal4 driver used in the screen confers expression of RNAi transgenes along the dorsal-ventral (D-V) boundary in the third instar wing imaginal disc as marked by the expression of UAS-*gfp* transgene (bottom panel). DAPI labeling marks the nuclei. (**B**) Expression of *gfp* alone by *vg^BE^*-Gal4 did not produce any defect in the adult wing. (**C**,**D**) Shown are differential activation of Wg signaling target genes along the D-V boundary in wildtype wing discs. Moderate Wg signaling induces the expression of *Dll-lacZ* in a broad region across the wing pouch (**C**). High level of Wg activity results in activation of Sens immediately adjacent to the D-V boundary (**D**). (**E**–**G**) Reduced expression of either component of the pre-EJC, *tsu* (**E**), *mago* (**F**) or *eIF4AIII* (**G**) by RNAi resulted in a typical loss of wing margin phenotype. (**H**–**J**) The activity of *Dll-lacZ* was reduced when *tsu* RNAi was expressed by *hh*-Gal4 in the posterior compartment of the wing imaginal disc (**I**). Similarly, the expression of a high threshold Wg signaling target Sens was abolished (**J**). Arrows mark the posterior part of the wing disc. **DOI:** http://dx.doi.org/10.7554/eLife.17200.004

**Figure 1—figure supplement 2.**
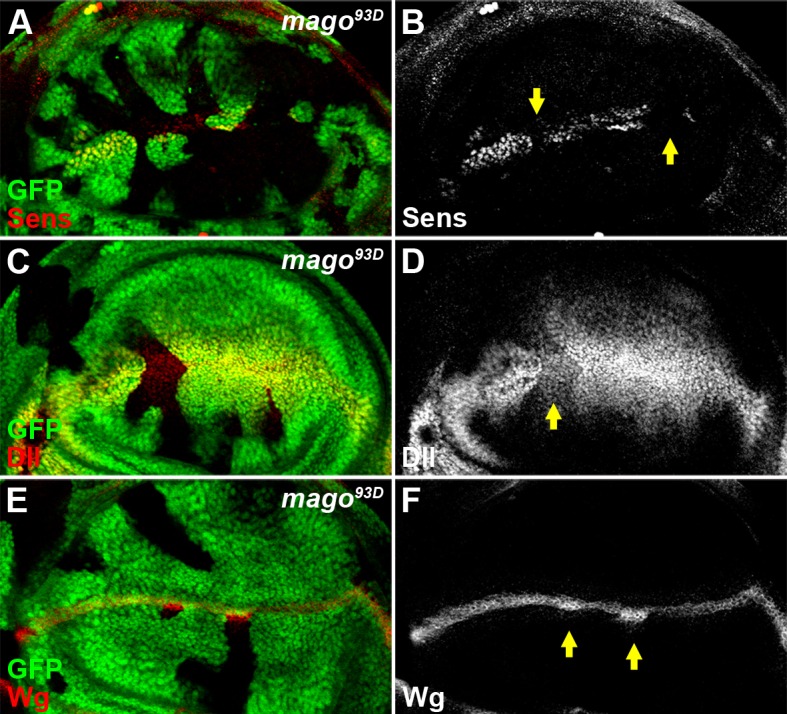
The pre-EJC component Mago positively regulates Wg signaling. (**A**–**D**) The expression of Wg signaling targets Sens (**A**,**B**) and Dll (**C**,**D**) was reduced in loss of function *mago^93D^* somatic clones (marked by the absence of GFP). (**E**–**F**) Wg protein stained with the conventional method was accumulated in *mago^93D^* clones. **DOI:** http://dx.doi.org/10.7554/eLife.17200.005

**Figure 1—figure supplement 3.**
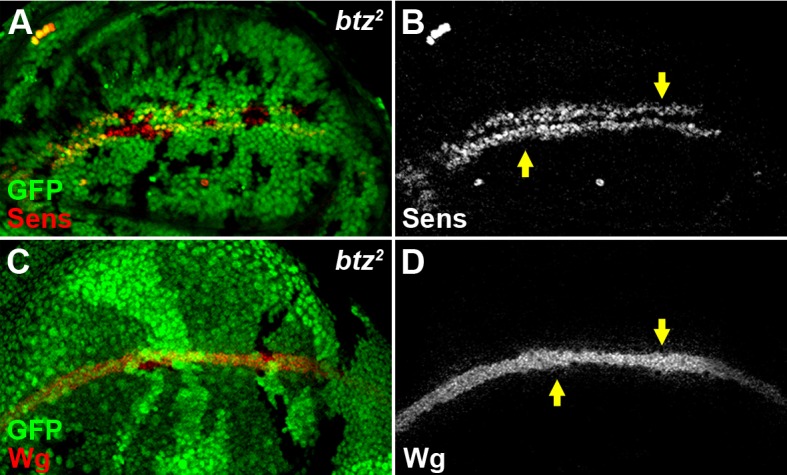
The EJC cytoplasmic component Btz does not regulate Wg signaling. The expression of Sens (**A**,**B**) and the accumulation of Wg (**C**,**D**) were not altered in loss-of-function *btz^2^* somatic clones (marked by the absence of GFP). **DOI:** http://dx.doi.org/10.7554/eLife.17200.006

### The pre-EJC regulates Wg signaling at the level of Wg protein reception

To understand how the pre-EJC regulates Wg signaling, we examined the expression of Wg signaling components in wing discs with altered EJC activity. We found that the amount of Wg protein present in *tsu* or *mago*, but not *btz*, mutant clones was significantly increased (Figure 2A–C; Figure 1—figure supplement 2E,F; Figure 1—figure supplement 3C,D). This finding was surprising given the observation that Wg signaling was downregulated in mutant cells. Clue to the understanding of this apparent contradiction came from the observation that Wg signaling was ectopically activated in wildtype cells immediately next to mutant clones (insets of Figures 1D and 2C). This result suggests that increased Wg protein present in mutant clones is sufficient to activate signaling in neighboring wildtype cells whilst mutant cells are incapable of receiving Wg input. Therefore, the Wg signaling defects observed in mutant cells could be caused by blockage of Wg reception at the plasma membrane. Consistent with this hypothesis, extracellular Wg protein (Strigini and Cohen, 2000) accumulated significantly in both apical and basolateral extracellular spaces (Figure 2D–F). Furthermore, we showed that the increased extracellular Wg was not due to heightened *wg* gene transcription nor Wg protein secretion in producing cells because neither the expression of *wg-lacZ* (a *wg* transcription reporter) nor the amount of NRT-Wg (a membrane-tethered form of Wg) was altered (Figure 2G–K; also see Figure 3—figure supplement 3B for *wg* transcription analyses).

**Figure 2.**
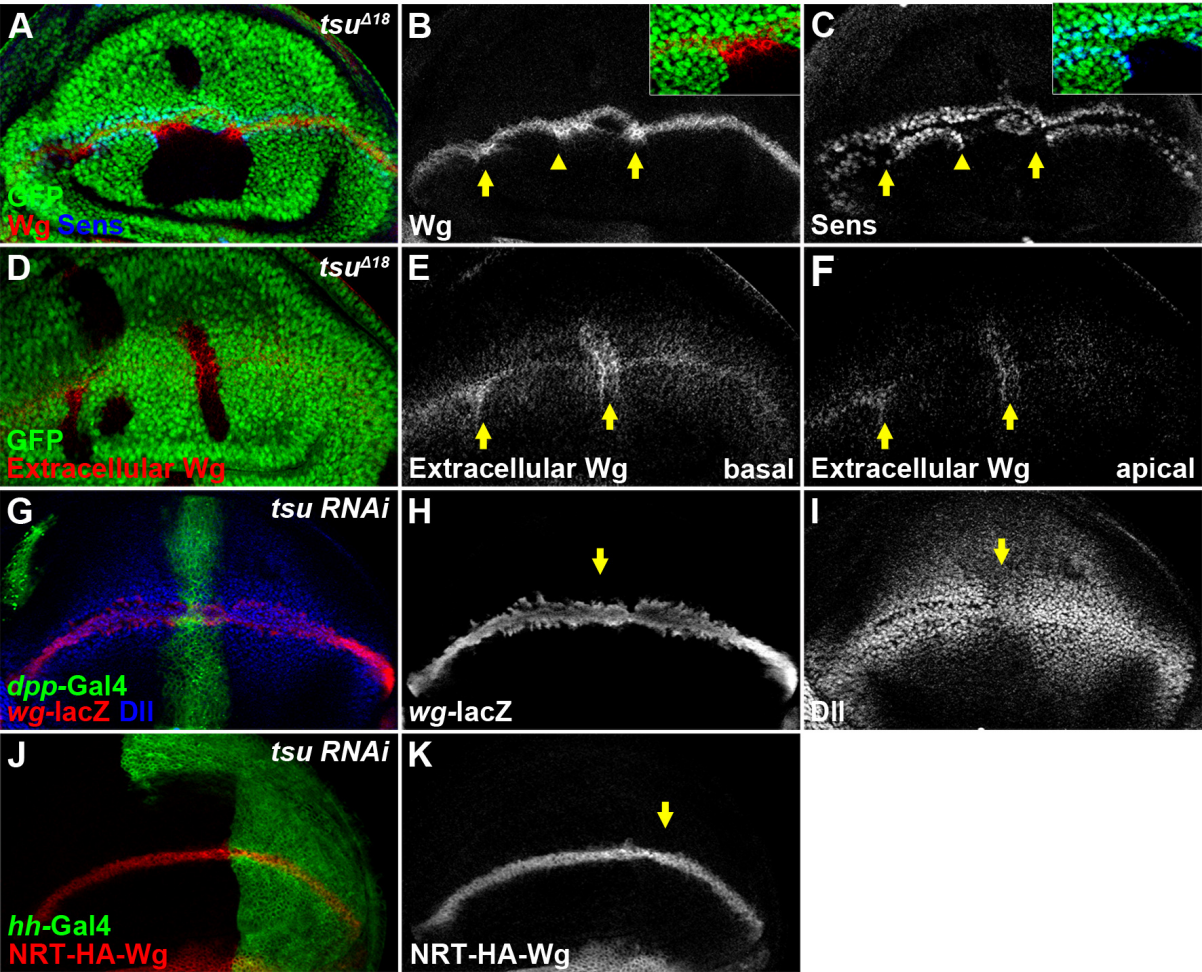
The pre-EJC is required for Wg morphogen reception. (**A**–**C**) Wg protein stained with the conventional method (**B**) was accumulated in *tsu^Δ18^* clones where the expression of Sens was reduced (arrows). The regions marked by arrowheads are shown in insets. Note that Sens was activated in cells outside the mutant clone (**C**). (**D**–**F**) Extracellular Wg was accumulated at the basal (**E**) and apical extracellular spaces of the *tsu^Δ18^* clones (**F**). (**G**–**I**) The activity of *wg-lacZ* (**H**) did not change when *tsu RNAi* was expressed by *ptc*-Gal4 (marked by GFP and arrows). Note that Dll expression was reduced in *tsu RNAi*-expressing cells (**I**). (**J**,**K**) The expression of plasma membrane bound NRT-HA-Wg did not change when *tsu RNAi* was expressed by *hh*-Gal4. **DOI:** http://dx.doi.org/10.7554/eLife.17200.007

Previous studies have shown that inhibiting Wg protein endocytosis by reducing either the activity of Wg receptor complex Fz2/Arr or the scaffold protein Dsh results in accumulation of Wg protein on the plasma membrane (Han et al., 2005). In *tsu* and *mago* mutant clones, we found that the expression of Dsh (Figure 3A–D), but not Fz2 or Arr (Figure 3—figure supplement 1), was obviously reduced. This result was further verified in cultured *Drosophila* Schneider 2 (S2) cells in which *tsu* or *mago* was knocked down by RNAi (Figure 3I). To unveil the functional importance of the EJC regulation on Dsh, overexpressed *dsh* was able to rescue the wing margin defects caused by *tsu* knockdown (Figure 3H; cf. Figure 3E), whereas *fz2* or *arr* had little effect (Figure 3F,G). The above experiments suggest that the pre-EJC acts primarily through Dsh in wing discs to regulate Wg signaling reception.

**Figure 3.**
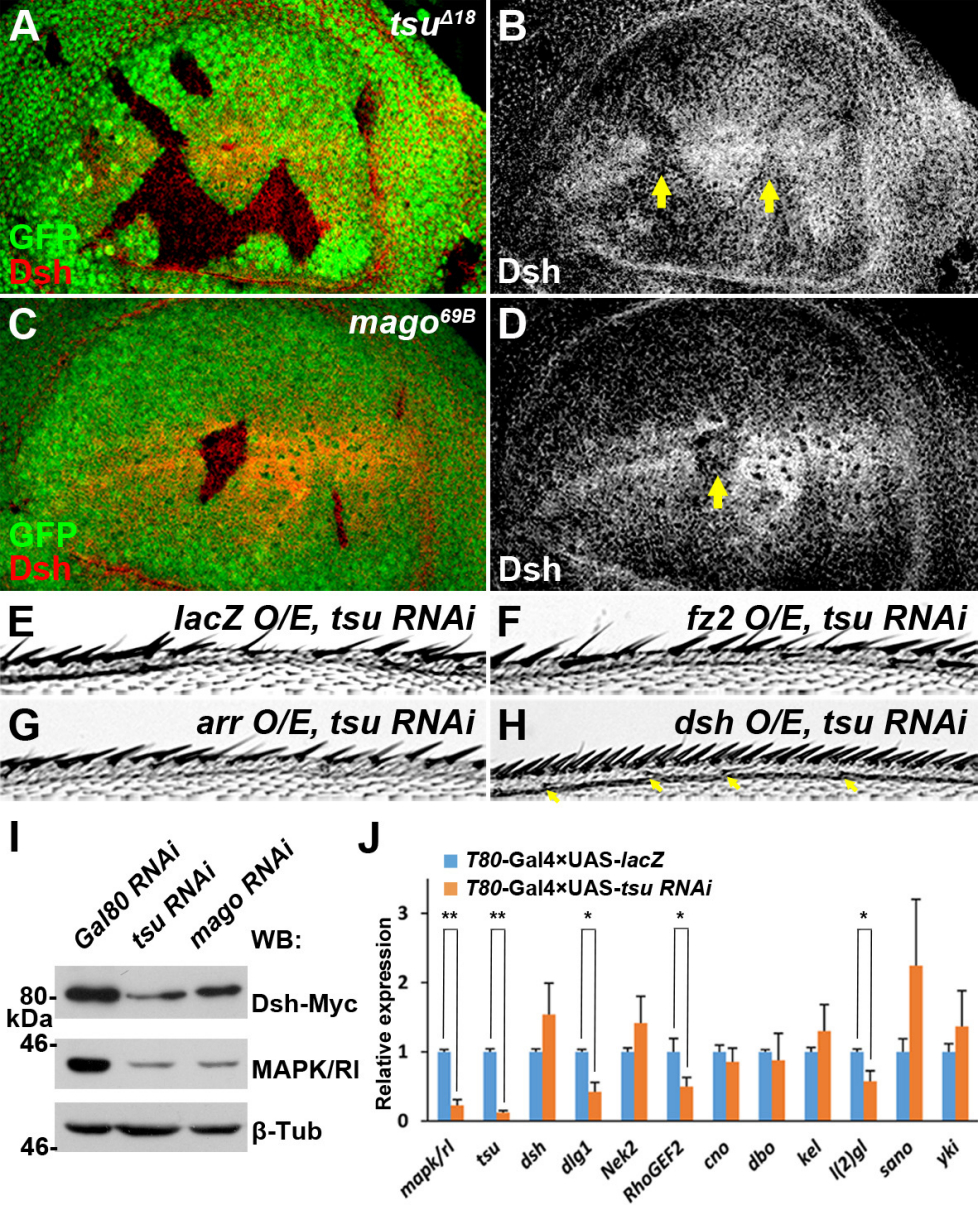
The pre-EJC regulates Wg signaling through Dsh. (**A**–**D**) The amount of Dsh protein was reduced in *tsu^Δ18^* and *mago^69B^* clones in the wing disc. (**E**–**H**) Overexpressing *dsh* (**H**), but not *fz2* (**F**) or *arr* (**G**), rescued the loss of Wg signaling wing margin phenotype caused by *tsu* knockdown (**E**). Arrows indicate sensory bristles along the wing margin. (**I**) The production of Myc-tagged Dsh was reduced when *tsu* or *mago* dsRNA was expressed in S2 cells. Yeast *Gal80* dsRNA served as a negative control for RNAi treatment. MAPK/Rl, a known pre-EJC target served as a positive control for defective pre-EJC. β-Tubulin was used as a loading control for all experiments. (**J**) Real time RT-PCR revealed that the abundance of *dlg1, RhoGEF2* and *l(2)gl*, but not *dsh* mRNA, was reduced when *tsu* dsRNA was expressed in wing discs. *mapk/rl* served as a positive control. *α-Tubulin 84B* was used to normalize the amount of cDNA template. The experiments were performed in triplicates, and data were represented as the mean+S.D. (*p<0.05; **p<0.01; Student’s t-test). **DOI:** http://dx.doi.org/10.7554/eLife.17200.008

**Figure 3—figure supplement 1.**
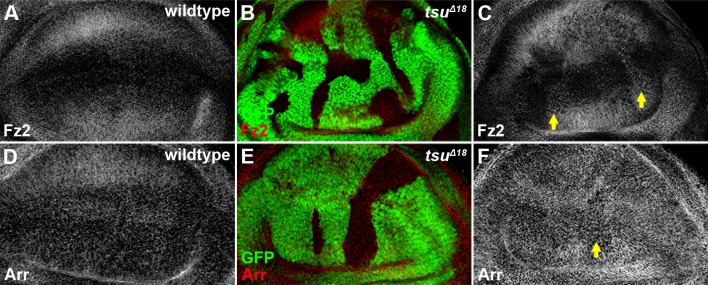
The pre-EJC does not obviously regulate the expression of Fz2 and Arr. Shown are expression patterns of Fz2 (**A**) and Arr (**D**), two co-receptors for Wg morphogen reception, in wildtype wing discs. The expression of Fz2 (**B**,**C**) was slightly upregulated in some *tsu^Δ18^* clones, while the expression of Arr (**E**,**F**) remained largely unchanged. **DOI:** http://dx.doi.org/10.7554/eLife.17200.009

**Figure 3—figure supplement 2.**
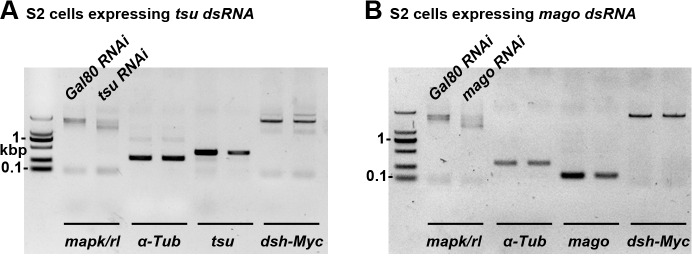
The mRNA abundance of cDNA-derived *dsh* is not altered when the pre-EJC activity is knocked down in S2 cells. The mRNA expression of cDNA-derived *dsh* was not altered when *tsu* (**A**) or *mago* (**B**) dsRNA was expressed in S2 cells. Yeast *Gal80* dsRNA served as a negative control for RNAi treatment. *mapk/rl* served as a positive control. *α-Tubulin 84B* served as a loading control. **DOI:** http://dx.doi.org/10.7554/eLife.17200.010

**Figure 3—figure supplement 3.**
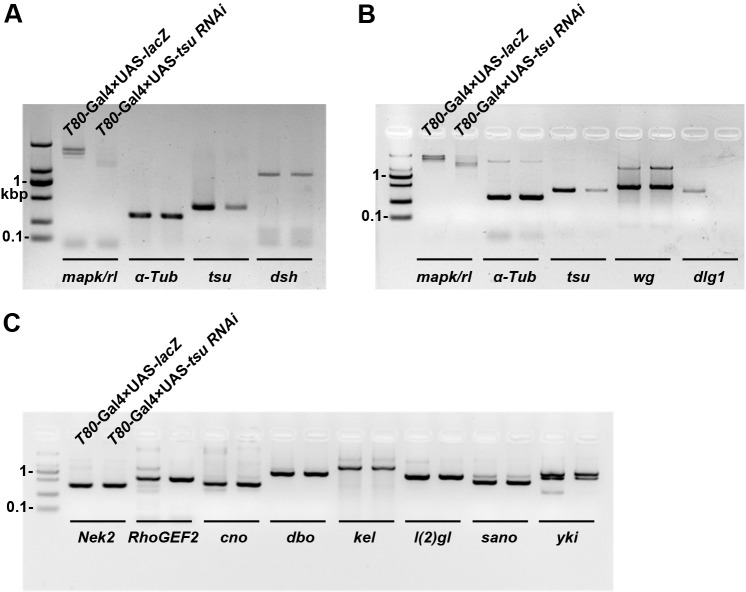
The mRNA abundance of *dlg1* but not those encoding other Dsh-interacting proteins is reduced when the pre-EJC is knocked down in wing discs. The mRNA expression of *dlg1* (**B**) but not *dsh* (**A**) nor genes that encode for other Dsh-interacting proteins (**C**) was obviously reduced when *tsu* RNAi was expressed by *T80-*Gal4 in wing discs. *mapk/rl* served as a positive control. *α-Tubulin 84B* served as a loading control. **DOI:** http://dx.doi.org/10.7554/eLife.17200.011

### The pre-EJC regulates the splicing of cell polarity gene *dlg1*

The pre-EJC is known to function at the level of target mRNA splicing. However, we were not able to correlate reduced Dsh protein production observed in pre-EJC defective cells with decreased *dsh* mRNA expression (Figure 3J; Figure 3—figure supplement 2; Figure 3—figure supplement 3A). This inconsistency could be due to the fact that the *dsh* locus does not contain any intron, and in principle, may not be subjected to the EJC regulation. 

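The *dsh* gene (FBgn0000499) is listed in the files on chromosome X from 11249914 to 11252757 of the BDGP5 build, with 1 annotated transcript. In the Ensembl annotation of the later BDGP6 build (release 115), its single transcript lies on the plus strand of chromosome X from 11355881 to 11358724 and has 0 introns. For comparison, the *dlg1* gene (FBgn0001624) spans 11263698 to 11303809 on chromosome X of BDGP5 and has 20 annotated transcripts in the files. The BDGP6 annotation gives *dlg1* 42 distinct introns, counted over its 21 transcripts together, the longest of 7306 nt. No single *dlg1* transcript has more than 18 exons. The intron-containing *rl* gene (FBgn0003256) is the paper's positive control for a defective pre-EJC. It has 14 distinct introns over its 7 transcripts in the same annotation, the longest of 25405 nt, and at most 9 exons per transcript. From the missing intron, the paper reasons that *dsh* mRNA may escape regulation by the EJC.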

Thus, we reasoned that the pre-EJC must regulate Wg signaling through a Dsh-interacting protein whose mRNA expression may be controlled by the pre-EJC.

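Larval wing imaginal discs were pooled, 1000 pairs per sample, from larvae in which T80-Gal4 drove UAS-*lacZ* (the control) or a UAS hairpin against *tsu*, which encodes a core component of the pre-EJC. Each genotype had 2 samples. Poly(A)+ mRNA was sequenced as 125 bp read pairs. The paper reports 22610210 and 28651178 read pairs for the *lacZ* samples and 22563753 and 24660199 for the *tsu* RNAi samples. The authors aligned the reads with TopHat (2.0.13) to BDGP5 with Ensembl annotation release 78 and ran Cufflinks (2.2.1) on each sample separately. They deposited 1 table of genes and 1 table of transcripts per sample, with FPKM (the number of fragments relative to the transcript's length and to all mapped fragments) and a 95% confidence interval from Cufflinks for each row. No reads or read counts are in the files analysed here. The median ratio of coverage to FPKM over transcripts, which rises with the number of mapped fragments, was 4.79 and 6.29 in the *lacZ* samples and 4.97 and 5.44 in the *tsu* RNAi samples.

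The transcript table of each sample holds 28704 annotated transcripts, of which 28696 are in every table. The tables also hold transcripts that Cufflinks assembled in that sample alone, 2663 and 2661 in the *lacZ* samples and 2981 and 3068 in the *tsu* RNAi samples. Assembled transcripts carried 5.14% and 4.05% of the FPKM of genes in the *lacZ* samples, and 6.87% and 11.0% in the *tsu* RNAi samples. Because the numbers given to assembled loci do not match between samples, genes were matched by symbol. The FPKM of a gene was the sum over its annotated transcripts and the transcripts assembled in its locus. This gave 15600 genes. The values were used as deposited, with no scaling between samples. Changes were tested with limma on log2(FPKM + 1), for the 7940 genes with at least 1 FPKM in at least 2 samples. With 2 samples per genotype, an exact permutation test of a single gene cannot give a p under 0.333, so the only p values below that come from limma, which pools the spread over genes.

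Duplicates were compared before they were averaged. Among genes above 10 FPKM, 718 of 5712 (12.6%) differed by more than 25% between the *lacZ* duplicates, and 425 of 5611 (7.57%) between the *tsu* RNAi duplicates. For genes with 1 annotated transcript, differences between duplicates were spread 2.16 times as widely as the Cufflinks intervals allow in *lacZ* and 1.59 times in *tsu* RNAi, so each sample was counted separately. *tsu* itself (FBgn0033378, chromosome 2R from 4998306 to 4999083, BDGP5) had 164 ± 10.6 FPKM in *lacZ* (SD, n = 2) and 19.9 ± 0.289 FPKM in *tsu* RNAi (SD, n = 2), and so decreased by 87.9%.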

To uncover *bona fide* EJC targets whose encoded protein products interact with Dsh to control Wg signaling reception, we utilized whole transcriptome RNA-seq to compare mRNAs extracted from wildtype (i.e. overexpressing *lacZ*) and pre-EJC-defective (i.e. overexpressing *tsu RNAi*) wing discs, respectively. We found that the expression of 1447 mRNAs was altered by more than 25% when the pre-EJC activity was downregulated (Supplementary file 2). 

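Supplementary file 2 lists genes above 10 FPKM in either genotype whose FPKM differed by more than 25%. It also gives *sens* a ratio of 0.193, although *sens* was below 10 FPKM in every sample analysed here. The criteria of 10 FPKM and 25% were applied to the mean FPKM of the 2 samples of each genotype. Of 6186 genes above 10 FPKM, 3084 were altered, 2126 of them decreased and 958 increased. The change went past 25% in the same direction in all 4 pairs of a *lacZ* and a *tsu* RNAi sample for 1983 genes, so the other genes were not separated from the spread of the duplicates by this measure. By limma with Benjamini-Hochberg adjustment, 3687 of 7940 genes had an adjusted p under 0.05, 2389 decreased and 1298 increased. Of the 3084 altered genes, 2317 (75.1%) were among them.

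The labels give both genotypes replicates 1 and 2. Deviations from the genotype mean were hardly related between samples of the same number (r = 0.0569 across 7940 genes, which are not independent replicates). When both pairs of samples with the same number had to change by more than 25% in the same direction, 2181 genes were altered. With the replicate number as a block in limma, 2004 genes had an adjusted p under 0.05. Leaving out each sample in turn gave 3000 to 3333 altered genes, and between 644 and 3129 genes by limma. The count of altered genes depended most on the minimum, as 7704 genes were altered with no minimum FPKM. The balance of directions depended on the scale. The median ratio of *tsu* RNAi to *lacZ* over genes above 10 FPKM was 0.825. After each sample was scaled by the median ratio to the geometric mean of the samples, it was 0.981, and 974 genes were decreased and 1483 increased.

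**Figure D1:**
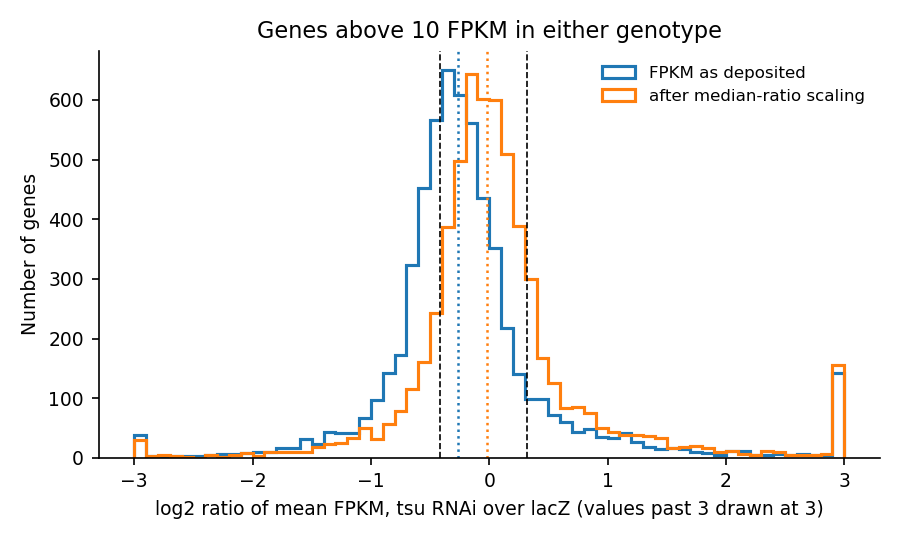
Number of genes (y axis) by the log2 ratio of mean FPKM in *tsu* RNAi over *lacZ* (x axis, bins of equal width, values past the ends drawn in the end bins), for genes above 10 FPKM in either genotype with values above 0 in both. The blue line is FPKM as deposited and the orange line FPKM after median-ratio scaling, dotted lines are their medians, and dashed lines mark changes of 25% in either direction; the deposited values sit to the left of 0, with a median ratio of 0.825 over genes above 10 FPKM.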

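Of the 6186 genes above 10 FPKM in either genotype, 958 had a mean FPKM in *tsu* RNAi discs more than 25% above that in *lacZ* discs. The increase was past 25% in all 4 pairs of samples for 676 genes and in both pairs with the same replicate number for 725 genes. limma gave 1298 increased genes with an adjusted p under 0.05 over the 7940 genes tested, and 980 with the replicate number as a block. Between 928 and 1010 genes were increased by more than 25% when 1 sample was left out. The largest number of increased genes, 4071, came from dropping the minimum FPKM.

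The 10 genes with the largest absolute log2 fold change in limma were all increased. From the largest change down, they were *Jon65Aiv*, *LysD*, *LysB*, *Jon65Aiii*, *yip7*, *LysS*, *CG14302*, *gammaTry*, *CG30031* and *CG30025*. They are mostly digestive serine protease and lysozyme genes, which were close to 0 FPKM in both *lacZ* samples. *Jon65Aiii* (FBgn0035665, chromosome 3L from 6043857 to 6044790, BDGP5) rose from 0.177 ± 0.0550 FPKM (SD, n = 2) to 3409 ± 213 FPKM (SD, n = 2), a log2 fold change of 11.5 on the log2(FPKM + 1) scale (standard error 0.0756, adjusted p = 0.00018 from limma). *LysD* (FBgn0004427) rose from 0.958 to 7870 FPKM, *yip7* (FBgn0040060) from 0.177 to 3057 FPKM, and *CG14302* (FBgn0038647) from 0 to 2546 FPKM. Several of these genes are neighbours in gene families with almost equal values in each sample, such as *gammaTry* and *CG30031* with 2426 and 2421 FPKM in the first *tsu* RNAi sample. Reads shared between such copies could have been split between them by the quantification, so their single values are uncertain. With the replicate number as a block, the adjusted p of each of the 10 genes was 0.00524. These p values do not show a response of disc cells, because RNA from attached gut tissue could give the same values. Of 31 detected genes of digestive families, 28 were at least 4 times higher in *tsu* RNAi and 1 was at least 4 times lower. Tissue carried along in dissection and an effect of the genotype cannot be told apart here. As increases are among the changes, the paper reasons that its list likely holds indirect targets besides direct targets of the pre-EJC.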

This list likely includes both direct as well as indirect pre-EJC targets as 629 genes were identified whose expression was increased. 

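The *sens* gene (FBgn0002573) lies on chromosome 3L from 13389328 to 13394225 of BDGP5 and has 1 annotated transcript. Its level was 4.08 ± 0.247 FPKM in *lacZ* discs and 0.596 ± 0.0805 FPKM in *tsu* RNAi discs (SD, n = 2 each), and so decreased by 85.4%. The log2 fold change on the log2(FPKM + 1) scale, which understates the change of a gene this low, was −1.67 (standard error 0.0925, adjusted p = 0.0024 from limma). *Dll* (FBgn0000157, chromosome 2R from 20702353 to 20722686) had 38.1 ± 0.430 FPKM in *lacZ* and 15.8 ± 0.173 FPKM in *tsu* RNAi discs (SD, n = 2 each). It decreased by 58.4%, with a log2 fold change of −1.22 (standard error 0.0546, adjusted p = 0.0015 from limma).

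For both genes, every *tsu* RNAi sample was below every *lacZ* sample, and the gap was many times the difference between duplicates (exact permutation test, p = 0.333, the smallest that 2 samples against 2 allow). With the replicate number as a block, a pairing taken from the labels, the adjusted p from limma was 0.0161 for *sens* and 0.0174 for *Dll*. With 1 sample left out, the log2 fold change of *Dll* stayed between −1.23 and −1.20. That of *sens* was −1.72 and −1.62 without each *tsu* RNAi sample, and could not be fitted without either *lacZ* sample, since only 1 sample then reached 1 FPKM. A pseudocount of 0.1 moved *sens* most, to −2.59, and annotated transcripts only, chosen after seeing the data, moved *Dll* most, to −0.896 (adjusted p = 0.032 from limma). With the samples scaled by median ratios, the mean of *Dll* decreased by 50.6%. The paper names both genes as transcriptional targets of Wg signaling and places them among the mRNAs that were reduced in pre-EJC-defective discs.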

Among those genes whose mRNA levels were reduced we found that the expression of *sens* and *Dll* mRNA, two Wg signaling transcription targets, was decreased by more than 50% in wing discs expressing *tsu RNAi*. Consistent with the RT-PCR result (Figure 3—figure supplement 3), *wg* and *dsh* mRNA did not show an obvious change.

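The files give *wg* (FBgn0004009, chromosome 2L from 7307161 to 7316265, BDGP5) a level of 34.8 ± 0.483 FPKM in *lacZ* discs and 28.2 ± 2.201 FPKM in *tsu* RNAi discs (SD, n = 2 each). The mean decreased by 19.0%, with a log2 fold change of −0.297 (standard error 0.0787, adjusted p = 0.0563 from limma). The intronless *dsh* (FBgn0000499) had 24.4 ± 1.76 FPKM in *lacZ* discs and 19.4 ± 0.190 FPKM in *tsu* RNAi discs (SD, n = 2 each). It decreased by 20.4%, with a log2 fold change of −0.313 (standard error 0.0782, adjusted p = 0.04996 from limma). Neither gene passed the 25% criterion. Every *tsu* RNAi sample was nevertheless below every *lacZ* sample for both genes, which an exact permutation test of 2 samples against 2 cannot separate from chance (p = 0.333).

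Both decreases are close to the median ratio of genes above 10 FPKM, 0.825. With median-ratio scaling, which moved both genes most, the log2 fold changes were −0.0547 for *wg* (adjusted p = 0.571) and −0.0735 for *dsh* (adjusted p = 0.564) from limma. The replicate block gave adjusted p values of 0.109 and 0.122 from limma on the deposited values. Over the fits that left out 1 sample each, the log2 fold change ran from −0.374 to −0.220 for *wg* and from −0.383 to −0.242 for *dsh*, with adjusted p values of at least 0.0522. The paper reads these levels as no obvious change, together with its RT-PCR of both genes (Figure 3—figure supplement 3).

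**Figure D2:**
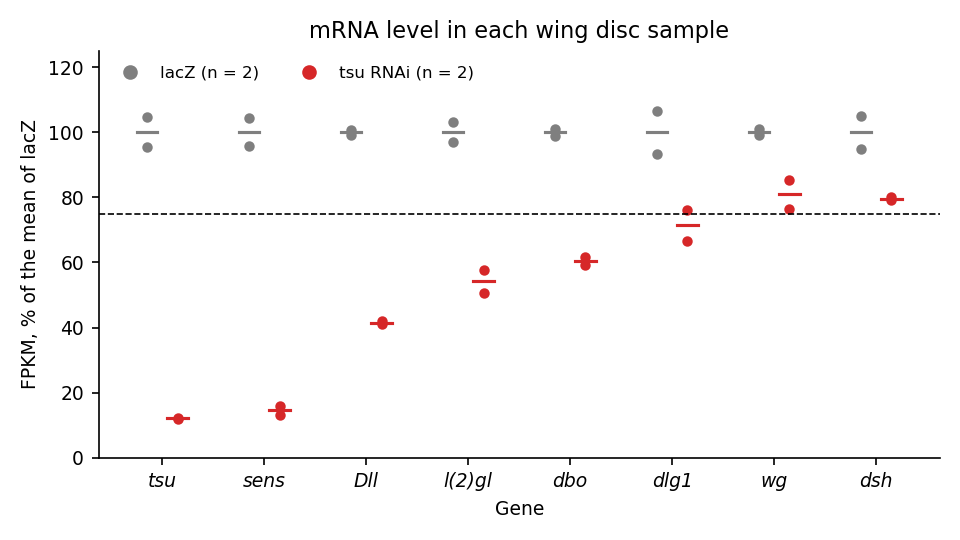
FPKM of 8 genes (x axis) in each sample, as a percent of the mean of the *lacZ* samples (y axis). Grey points are the *lacZ* samples and red points the *tsu* RNAi samples (n = 2 each), short lines are their means, and the dashed line marks a decrease of 25%; *wg* and *dsh* sit above that line, with decreases of 19.0% and 20.4%, and *tsu* sits lowest, with a decrease of 87.9%.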

To effectively narrow down the pre-EJC targets acting in Wg signaling, we compared our candidate list with annotated information extracted from the FlyBase describing validated protein interactions with Dsh (Carmena et al., 2006; Chung et al., 2009; Kaplan and Tolwinski, 2010; Varelas et al., 2010; Johnston et al., 2013; Schertel et al., 2013; Strutt et al., 2013; Warrington et al., 2013; Garcia et al., 2014). Among 818 mRNAs whose expression was downregulated, we identified three genes, *dlg1, lethal (2) giant larvae [l(2)gl*] and *diablo (dbo*), whose protein products are known to directly interact with Dsh. qPCR and RT-PCR analyses were then performed to confirm *bona fide* Dsh interactors that potentially mediate the pre-EJC activity on Dsh (Figure 3J; Figure 3—figure supplement 3B). 

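All 3 genes had lower FPKM in each *tsu* RNAi sample than in each *lacZ* sample (exact permutation test, p = 0.333, the smallest that the design allows). *dlg1* (FBgn0001624, chromosome X from 11263698 to 11303809, BDGP5) went from 39.4 ± 3.70 to 28.1 ± 2.64 FPKM (SD, n = 2 each), a log2 fold change of −0.472 (standard error 0.114, adjusted p = 0.0461 from limma). *l(2)gl* (FBgn0002121, chromosome 2L from 9839 to 21376) went from 77.0 ± 3.43 to 41.7 ± 3.76 FPKM (SD, n = 2 each), a log2 fold change of −0.871 (standard error 0.0897, adjusted p = 0.00868 from limma). *dbo* (FBgn0040230, chromosome 3L from 15819988 to 15825104) went from 30.6 ± 0.446 to 18.5 ± 0.563 FPKM (SD, n = 2 each), a log2 fold change of −0.696 (standard error 0.0595, adjusted p = 0.0059 from limma). In percent, *dlg1* decreased by 28.6%, *dbo* by 39.5% and *l(2)gl* by 45.8%, so *dlg1* changed least of the 3.

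With samples of the same replicate number paired as a block, the adjusted p from limma was 0.111 for *dlg1*, 0.0384 for *l(2)gl* and 0.0382 for *dbo*. When 1 sample was left out, the log2 fold change of *l(2)gl* lay between −0.961 and −0.781 and that of *dbo* between −0.726 and −0.667. The alternative that moved *l(2)gl* most was to count annotated transcripts only, chosen after seeing the data, which gave −0.356 (adjusted p = 0.511 from limma). *dbo* moved most with median-ratio scaling, to −0.456 (adjusted p = 0.0156 from limma). Of the other Dsh partners and polarity genes the paper tested by RT-PCR or in clones, *RhoGEF2* had a ratio of 0.690, *yki* 0.717, *kel* 0.803, *Nek2* 0.878, *cno* 0.918, *Cdc42* 0.940 and *sano* 0.953, while *baz* rose to 2.08 times its *lacZ* level. From the 3 decreased genes, the paper goes on to qPCR and RT-PCR to check for Dsh interactors that could mediate the effect of the pre-EJC on Dsh.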

In both cases, *dlg1* was the candidate consistently exhibiting reduced expression in the pre-EJC-defective wing disc cells when compared with that in wildtype cells. 

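The level of *dlg1* mRNA was 41.99 and 36.75 FPKM in the *lacZ* samples and 26.2 and 30.0 FPKM in the *tsu* RNAi samples. The mean decreased by 28.6%, and the ratio over the 4 pairs of samples ran from 0.625 to 0.816. The log2 fold change of −0.472 had an adjusted p of 0.0461 in limma. With the replicate block, it had an adjusted p of 0.111 (the pairing rests on the labels). Each fit that left out 1 sample gave a log2 fold change between −0.566 and −0.378, with adjusted p values of 0.0625 to 0.174 from limma. Scaling the samples by median ratios brought the decrease to 15.2% (log2 fold change −0.229, adjusted p = 0.238 from limma).

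Transcripts assembled in the sample carried 28.0 and 22.6 FPKM of *dlg1* in the *lacZ* samples and 0 FPKM in both *tsu* RNAi samples. The alternative that moved *dlg1* most therefore left these transcripts out. With annotated transcripts only, an alternative chosen after seeing the data, *dlg1* had a ratio of 2.00 and a log2 fold change of 0.949 (adjusted p = 0.0132 from limma). The supplementary list of the paper gives *dlg1* a ratio of 0.715. The positive control *rl*, by comparison, decreased by 68.3% (99.3 ± 16.7 to 31.5 ± 5.73 FPKM, SD, n = 2 each). The paper sets the lower *dlg1* level in RNA-seq beside its qPCR and RT-PCR and takes *dlg1* as the candidate that was reduced each time.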

These results fit well with RNA-seq analyses that the amount of *dlg1* mRNA was reduced by about 30% when the pre-EJC was dysfunctional. We suspected that reduced *dlg1* expression may be a consequence of altered RNA splicing. 

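In the transcript tables, 4 of the 20 annotated *dlg1* transcripts had an FPKM above 0 in any sample. FBtr0301289 had 0 FPKM in both *lacZ* samples and 6.53 and 8.35 FPKM in the *tsu* RNAi samples, and FBtr0333262 had 0 FPKM in both *lacZ* samples and 5.15 and 5.28 FPKM in the *tsu* RNAi samples. FBtr0308089 had 14.0 and 0 FPKM in the *lacZ* duplicates, against 9.05 and 10.6 FPKM in *tsu* RNAi. FBtr0333261 had 0 and 14.1 FPKM in the *lacZ* duplicates, against 5.51 and 5.79 FPKM. The *lacZ* duplicates thus differed in which annotated transcript was given reads, by far more than the 95% intervals from Cufflinks allow (12.9 to 15.1 FPKM for FBtr0308089 in the first *lacZ* sample). The rest of the *dlg1* FPKM in *lacZ*, 66.7% and 61.6%, was in transcripts assembled in that sample.

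The distance between transcript shares (the total variation distance, from 0 for equal shares to 1 for no transcript in common, with assembled transcripts pooled as 1 class) averaged 0.733 over the 4 pairs of a *lacZ* and a *tsu* RNAi sample, and ran from 0.667 to 0.807. It was 0.384 between the *lacZ* duplicates and 0.0369 between the *tsu* RNAi duplicates. With 1 sample left out it stayed between 0.667 and 0.798. No replicate block applies to this distance, which is taken over all pairs. Without the assembled transcripts, an alternative added after the values were seen, the mean distance was 0.725, but the *lacZ* duplicates were then at a distance of 1 from each other, so that the genotypes were not further apart than the duplicates. The files hold no counts over splice junctions, so exon skipping and new junctions in *dlg1* cannot be read from them. The paper proposes altered splicing as the reason for the lower *dlg1* level and tests it by RT-PCR and sequencing (Figure 4—figure supplement 1).

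**Figure D3:**
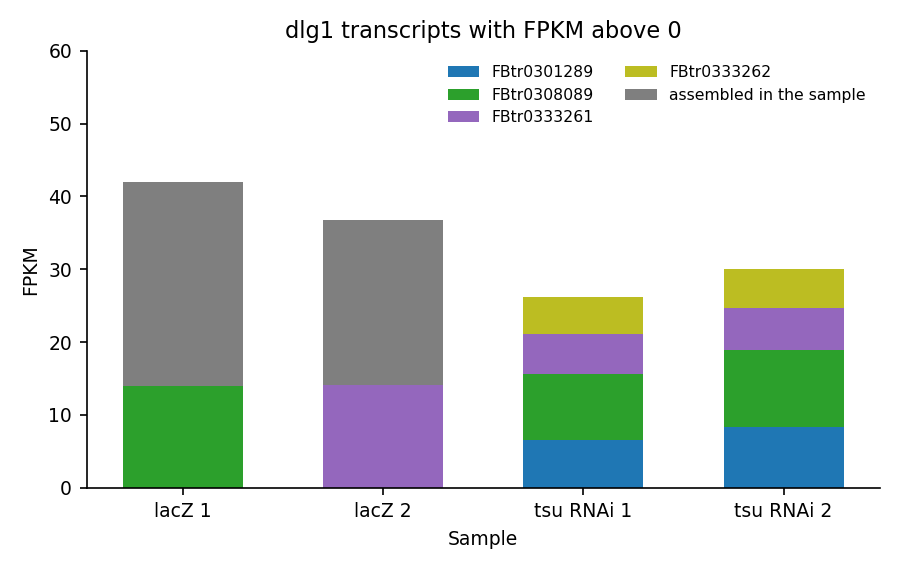
Stacked FPKM (y axis) of each *dlg1* transcript with an FPKM above 0, in each of the 4 samples (x axis). Grey bars are transcripts assembled in that sample, with 28.0 and 22.6 FPKM in *lacZ* and none in *tsu* RNAi, and coloured bars are annotated transcripts.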

Apart from previously reported exon skipping caused by dysfunctional EJC (Ashton-Beaucage et al., 2010; Roignant and Treisman, 2010), we uncovered two additional aberrant splicing events (Figure 4—figure supplement 1). The first event was exon inclusion, which retained exons that were normally efficiently spliced in specific isoforms (Figure 4—figure supplement 1E). This event likely increases the usage of splice sites. Indeed the RNA-seq analyses revealed a slightly higher usage of annotated splice sites (i.e. 1.4% higher usage for 5’ splice sites and 1.5% for 3’ splice sites) in pre-EJC depleted wing disc cells compared with those in wildtype cells (Figure 4—figure supplement 2A). The second event utilized previously unidentified splice sites to generate new introns and exons (Figure 4—figure supplement 1F–H, 2B,C; Supplementary file 3). 

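Transcripts outside the annotation were assembled by Cufflinks in each sample on its own. Genes with such a transcript numbered 1598 and 1581 in the *lacZ* samples and 1754 and 1774 in the *tsu* RNAi samples. They were present in all 4 samples for 622 genes. In 247 genes they were found in both *tsu* RNAi samples and in no *lacZ* sample, and in 151 genes in both *lacZ* samples and in no *tsu* RNAi sample. The assembly does not record which splice sites a transcript uses in these files, and no test was made of the difference between the 247 and 151 genes.

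Supplementary file 3 of the paper lists 408 transcripts in 227 genes, 226 of which were found by symbol in the files. Of these, 96 had assembled transcripts in both *tsu* RNAi samples and 61 in both *lacZ* samples, while 28 had them in both *tsu* RNAi samples and in neither *lacZ* sample. The supplementary list gives FPKM for *tsu* RNAi samples only. Counts of splice sites (Figure 4—figure supplement 2A,B) need the aligned reads, which are not in the files analysed here. The paper takes the transcripts in its list as products of splice sites that the annotation does not hold.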

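Changes in the use of transcripts were measured as shares of the FPKM of each gene, for 3107 genes with at least 2 transcripts and more than 10 FPKM in every sample. In 256 genes (8.24%), the mean distance between transcript shares of the genotypes was at least 0.2 and the smallest of the 4 distances was above both distances between duplicates. Over all 3107 genes, the median distance was 0.123 between genotypes and 0.0851 between duplicates, with both pairs of duplicates in use. With 1 sample left out, 1 pair of duplicates remained. The median distance was then 0.103 to 0.116 between genotypes and 0.0377 to 0.0417 between duplicates. The value of 0.0851 therefore does not describe a single pair. By limma on the log2 ratio of a transcript to the other transcripts of its gene, with 1 FPKM added to both, 289 of 6804 transcripts in 214 genes had an adjusted p under 0.05.

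No transcript passed with the replicate number as a block, and none passed when any sample was left out, where each of these fits has 1 residual degree of freedom in place of 2. The count of shifted genes, by contrast, was 510 to 604 with 1 sample left out, since there is then only 1 distance between duplicates to pass. Among the alternatives, the eBayes step without a trend moved the limma count to 500 transcripts, and a minimum distance of 0.3 left 158 shifted genes. An assembled transcript was present in 177 of the 256 shifted genes (69.1%). With annotated transcripts only, chosen after seeing the data, 136 of 2221 genes were shifted, and 323 of 4014 transcripts in 229 genes passed by limma. The exon-level analysis by DEXseq and the counts of splice sites in the paper cannot be repeated from these files. From its splice site counts and assembled transcripts, the paper proposes that the pre-EJC keeps the choice of splice sites correct.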

Together, our bioinformatic analyses suggest that the pre-EJC plays a critical role in alternative splicing by preserving correct usage of splice sites to generate functional mRNA products.

The impact of the pre-EJC regulation on *dlg1* splicing was further verified at the protein level as the amount of Dlg1 protein was reduced in *tsu* mutant wing disc clones (Figure 4A,B) as well as in S2 cells treated with dsRNA against individual components of the pre-EJC (Figure 4E). In contrast, the level of Dlg1 protein derived from a cDNA expression construct did not change (Figure 4F). Furthermore, we demonstrated that reduced *dlg1* expression led to accumulation of extracellular Wg (Figure 4C,D), attenuation of Wg signaling in wing discs (Figure 4—figure supplement 3A–D), and consequently loss of wing margin and sensory bristles in the adult wing blade (Figure 4—figure supplement 3E). Significantly, overexpressed *dlg1* was sufficient to rescue wing margin defects caused by dysfunctional pre-EJC (Figure 4—figure supplement 3H). It is known that additional splicing factors are required for the pre-EJC activity (Reichert et al., 2002). Inhibiting one of such factors, Rnps1, in the wing disc resulted in the same defect in Dlg1 and Dsh protein production as well as Wg signaling activation (Figure 4—figure supplement 4). Together, these experiments indicate that the pre-EJC mediated splicing activity positively regulates *dlg1* to control Wg signaling in *Drosophila*.

**Figure 4.**
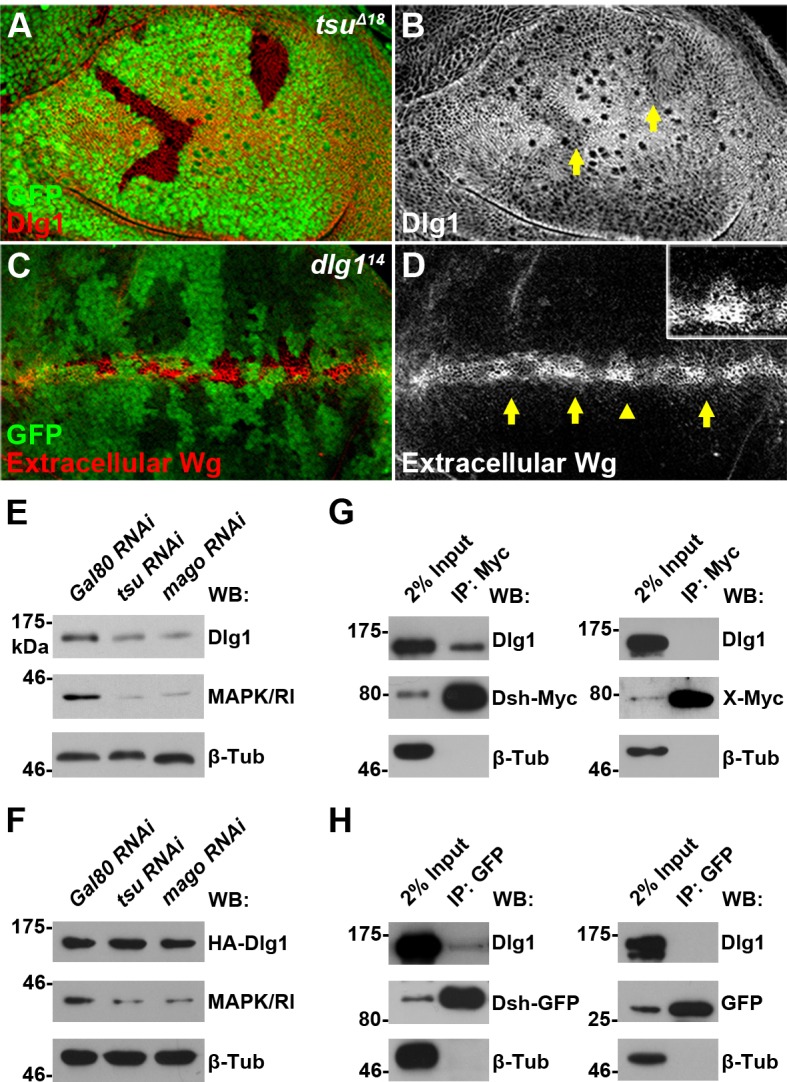
The pre-EJC regulates Dsh-interacting protein Dlg1. (**A**,**B**) The expression of endogenous Dlg1 protein was reduced in *tsu^Δ18^* clones (indicated by an arrow). (**C**,**D**) Extracellular Wg was accumulated in *dlg1^14^* clones. Shown in the inset is an enlarged clone with accumulated extracellular Wg. (**E**,**F**) The amount of endogenous (**E**) but not a cDNA-derived Dlg1 protein (**F**) was reduced when *tsu* or *mago* dsRNA was expressed in S2 cells. MAPK/Rl served as a positive control for dysfunctional pre-EJC activity. (**G**,**H**) Endogenous Dlg1 interacted with Myc-tagged Dsh in S2 cells (**G**) and GFP-tagged Dsh in wing discs expressing the *dsh-gfp* under the control of the *dsh* promoter (**H**). A Myc-tagged irrelevant protein X or GFP alone served as negative controls, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.17200.012

**Figure 4—figure supplement 1.**
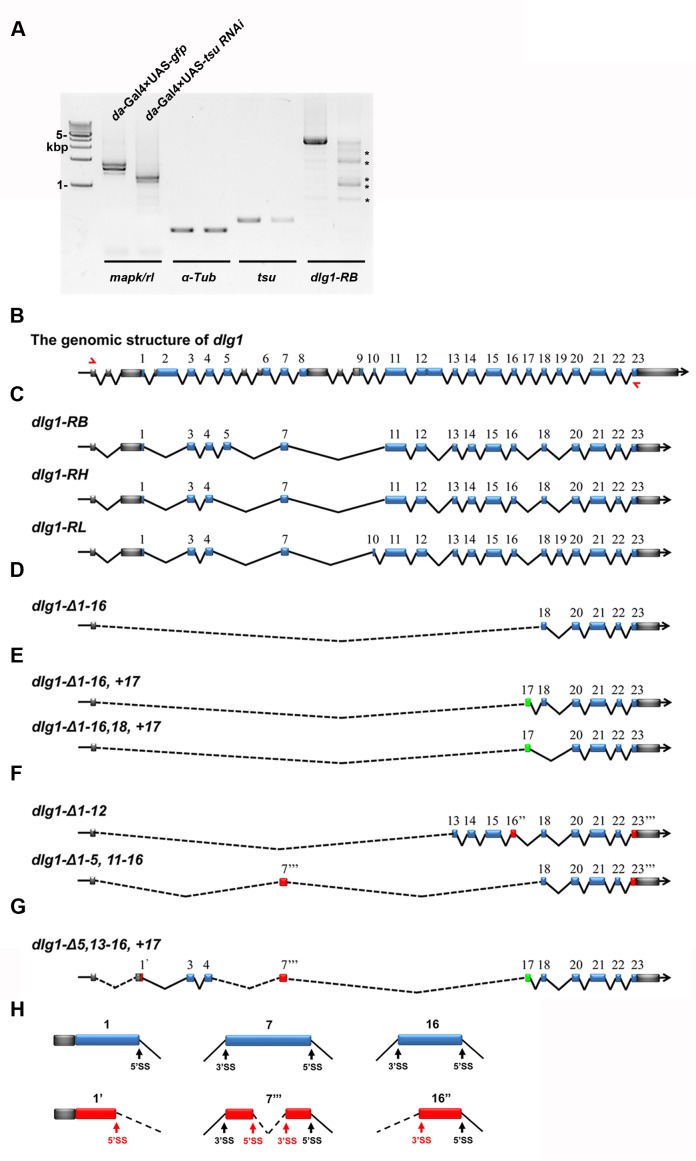
The pre-EJC regulates the precise splicing of *dlg1*. (**A**) Aberrant *dlg1* transcripts (indicated by asterisks) were detected by RT-PCR in RNA samples prepared from fly larvae expressing *tsu* RNAi driven by *da*-Gal4. (**B**) Shown is the genomic structure of *dlg1* that contains 23 coding exons (blue boxes). The positions of primer pairs used to amplify RB, RH and RL splicing isoforms are indicated by red arrows. (**C**) Shown are RB, RH, RL splicing isoforms that are amplified by the above indicated primer pair. (**D**–**H**) Aberrant isoforms indicated by asterisks in panel A. were excised and purified from the agarose gel, cloned into a pGEM-T vector and subsequently subject to sequencing. After comparing the mRNA sequences deduced from sequencing results with wildype RB, RH and RL isoforms, three classes of aberrant splicing events were detected. The first class represents a previously reported exon skipping event, which was observed in all splicing forms (**D**–**G**). The second class represents exon inclusion, which contains the exons that are normally efficiently spliced in wildtype isoforms (green boxes). The third class includes exons that are generated by previously unidentified splice sites (SS; red boxes). These three classes are not mutually exclusive as classes 1 and 2 were found in aberrant isoforms shown in panel E, classes 1 and 3 in panel F, and classes 1–3 in panel G. ***Δ*** indicates missing exons. 1’ indicates a 5’ SS in exon 1. 16’’ indicates a 3’SS sites in exon 16. 7’’’ and 23’’’ indicate 5’ and 3’ SS present in the exon 7 and 23, respectively. Dashed lines indicate novel ligation of exons. Details on usage of previously unidentified splice sites are shown (**H**). **DOI:** http://dx.doi.org/10.7554/eLife.17200.013

**Figure 4—figure supplement 2.**
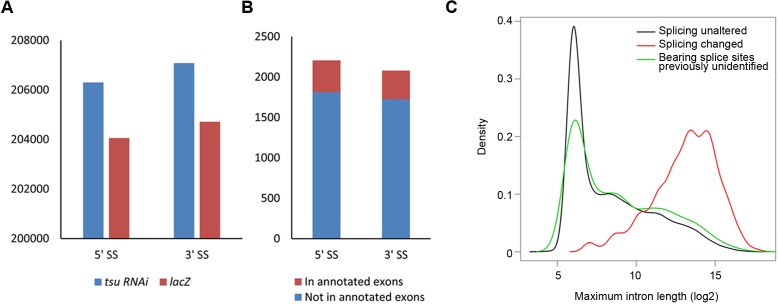
The pre-EJC regulates the alternative splicing. (**A**) The previously identified 5’ splice sites (SS) and 3’ SS extracted from reference (BDGP v5.78) were used 206,299 and 207,082 times in the *tsu* sample, respectively, while those used in the *lacZ* sample were 204,053 and 204,713 times. Thus, compared with the *lacZ* sample, the *tsu* sample has a 1.4% (2246/204,053) higher usage for previously identified 5’SS and a 1.5% (2269/204,713) for 3’SS, respectively. *p*-value for 5' splice site usage is 0.079, and 0.057 for 3’ splice sites (Student’s t-test). (**B**) Previously unidentified splice sites were detected in RNA-seq when the pre-EJC was knocked down. In total, 2,207 of 5’ SS and 2,081 of 3’ SS were identified, among which 394 of 5’ SS and 395 of 3’ SS were located in annotated exons in reference (BDGP v5.78), respectively. (**C**) Distribution plot highlights the correlation between maximum intron length and genes whose splicing were subject to differential regulation by the pre-EJC. Shown are distribution plots of genes whose splicing pattern was neither affected (black line) nor changed (red line) by reduced pre-EJC activity. The genes with altered splicing have an overall larger maximum intron length (average length>1000 nt). 

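The longest intron of each gene was taken from the BDGP6 annotation (Ensembl release 115), matched by FlyBase transcript and gene identifiers. Values were found for 98.0% of the 256 genes with shifted transcript shares and 98.3% of the other genes of the comparison. Genes without introns were left out, 7 shifted and 114 others. Shares can thus shift in genes with no annotated intron, so a shifted gene is not by itself a gene with altered splicing. The number of transcripts per gene was not controlled for in this comparison. The median longest intron was 1666.5 nt in 244 shifted genes (quartiles 426 and 7034 nt) and 894 nt in 2689 other genes (quartiles 211 and 3837 nt). A longest intron above 1000 nt was present in 63.5% of shifted and 47.9% of other genes. The medians differed by 0.898 on the log2 scale (permutation test across genes with 100000 resamples, p = 0.00048). Genes are not independent replicates, and the set of shifted genes comes from 2 samples per genotype.

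The difference ranged from 0.990 to 1.29 on the log2 scale when 1 sample was left out. It was smallest, 0.710, with a minimum distance of 0.1 (permutation test, p = 0.00116). No replicate block applies to this comparison across genes. The paper used a different definition of affected genes, from splicing analysis of the reads, and reports from its distribution plot that genes with altered splicing have longer maximum introns.

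**Figure D4:**
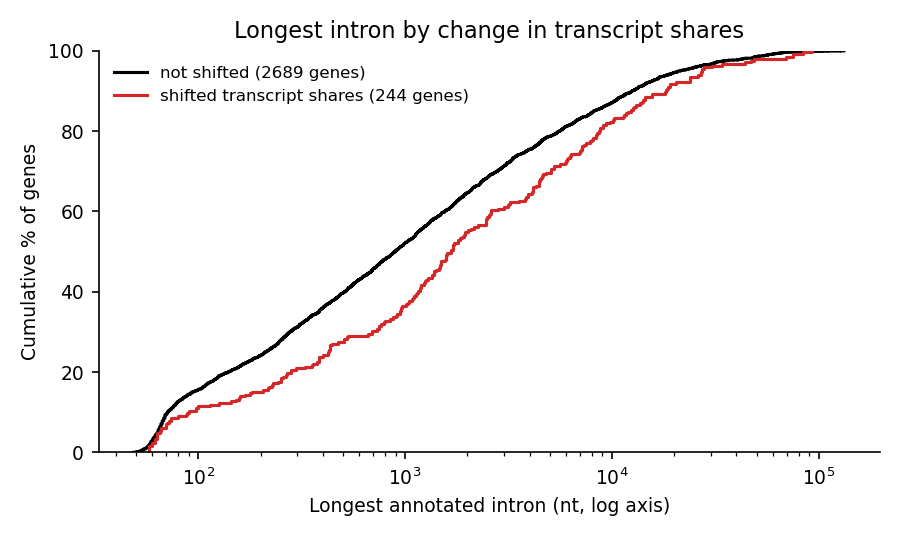
Cumulative percent of genes (y axis) by the length of the longest annotated intron in nt (x axis, log scale). The red line is 244 genes with shifted transcript shares and the black line 2689 genes without; the red line lies to the right over most of the range, with a median of 1666.5 nt against 894 nt.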

This result is consistent with previous reports (Ashton-Beaucage et al., 2010; Roignant and Treisman, 2010). In addition, a new class of genes was identified in which previously unidentified splice sites were utilized for generating novel transcripts (green line). Interestingly, no correlation with overall larger maximum intron length was detected in this new class of genes (green lines), implying an unknown mechanism for the pre-EJC to recognize splice sites. **DOI:** http://dx.doi.org/10.7554/eLife.17200.014

**Figure 4—figure supplement 3.**
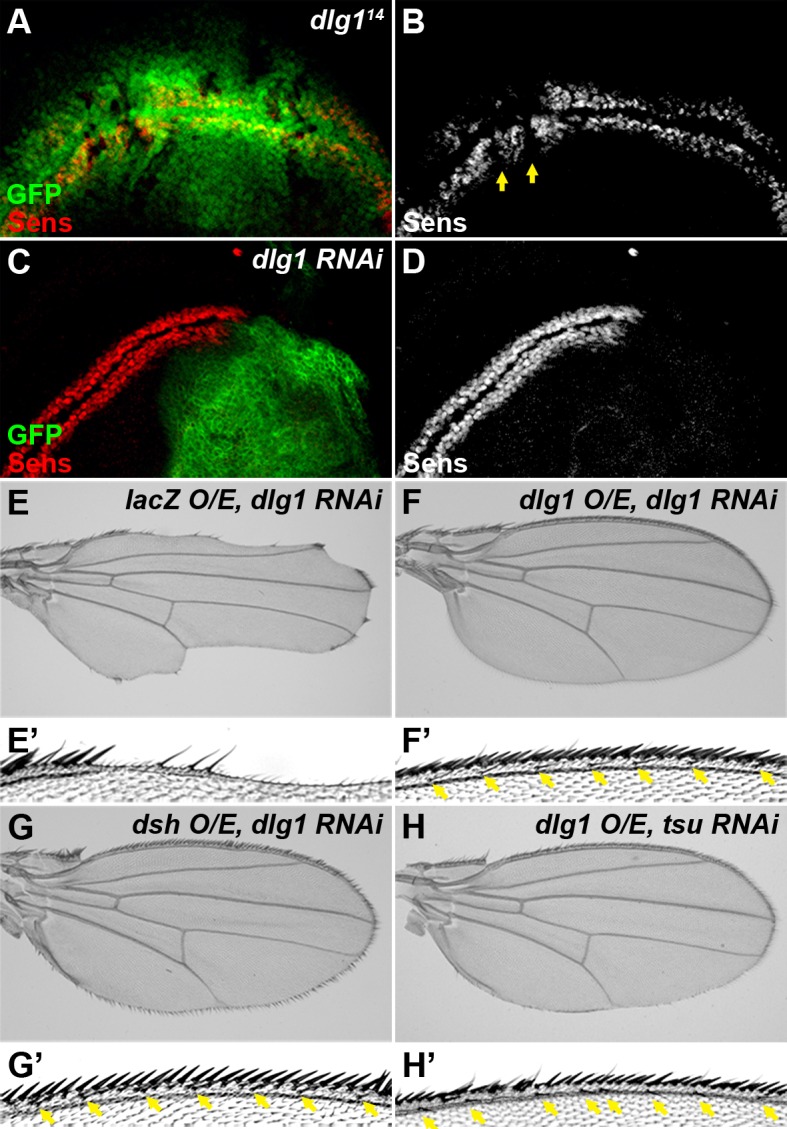
Dlg1 is a positive regulator of Wg signaling. (**A**–**D**) The expression of Sens was reduced in *dlg1^14^* mutant clones (**A**,**B**, marked by the absence of GFP) or when *dlg1* RNAi was expressed by the *hh*-Gal4 in the posterior compartment of the wing disc (**C**, **D**, marked by GFP). The expression pattern of Sens in a wildtype wing disc is shown in Figure 1—figure supplement 1D. (**E**–**H**) Overexpressing *dlg1* (**F**,**H**) or *dsh* (**G**) largely rescued the loss of Wg signaling phenotype along the wing margin caused by knockdown of *dlg1* (**E**) or pre-EJC (**H**, cf. Figure 3E). Enlarged images of the wing margin from panels **E**–**H** are shown as **E’–H’**. Arrows indicate sensory bristles along the wing margin. **DOI:** http://dx.doi.org/10.7554/eLife.17200.015

**Figure 4—figure supplement 4.**
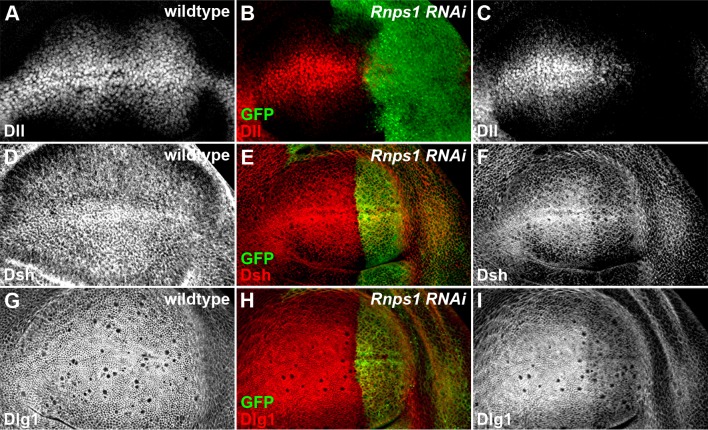
Splicing factor Rnps1 regulates Wg signaling. (**A**,**D**,**G**) Shown are the expression patterns of Dll (**A**), Dsh (**D**) and Dlg1 (**G**) in wildtype wing discs. (**B**,**C**,**E**,**F**,**H**,**I**) The production of Dll (**C**), Dsh (**F**) and Dlg1 (**I**) protein was reduced when *Rnps1* RNAi was expressed by *hh*-Gal4 in the posterior compartment of the wing disc (marked by GFP). **DOI:** http://dx.doi.org/10.7554/eLife.17200.016

**Figure 4—figure supplement 5.**
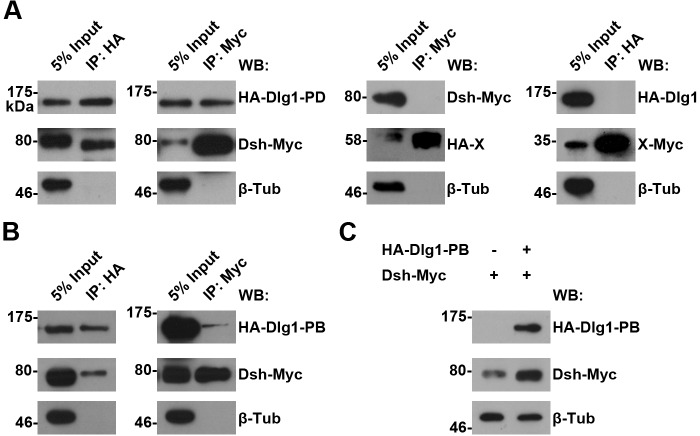
The interaction between Dlg1 and Dsh in S2 cells. (**A**,**B**) The interaction between Dlg1-PD (**A**) or Dlg1-PB (**B**) and Dsh was detected in S2 cells transiently transfected with *HA-dlg1* and *dsh-Myc* by co-immunoprecipitation (co-IP). Irrelevant proteins tagged with either HA or Myc served as negative controls for co-IPs, respectively. β-Tubulin served as a loading control. (**C**) Overexpressing *dlg1-RB* increased the abundance of Dsh protein in S2 cells. **DOI:** http://dx.doi.org/10.7554/eLife.17200.017

**Figure 4—figure supplement 6.**
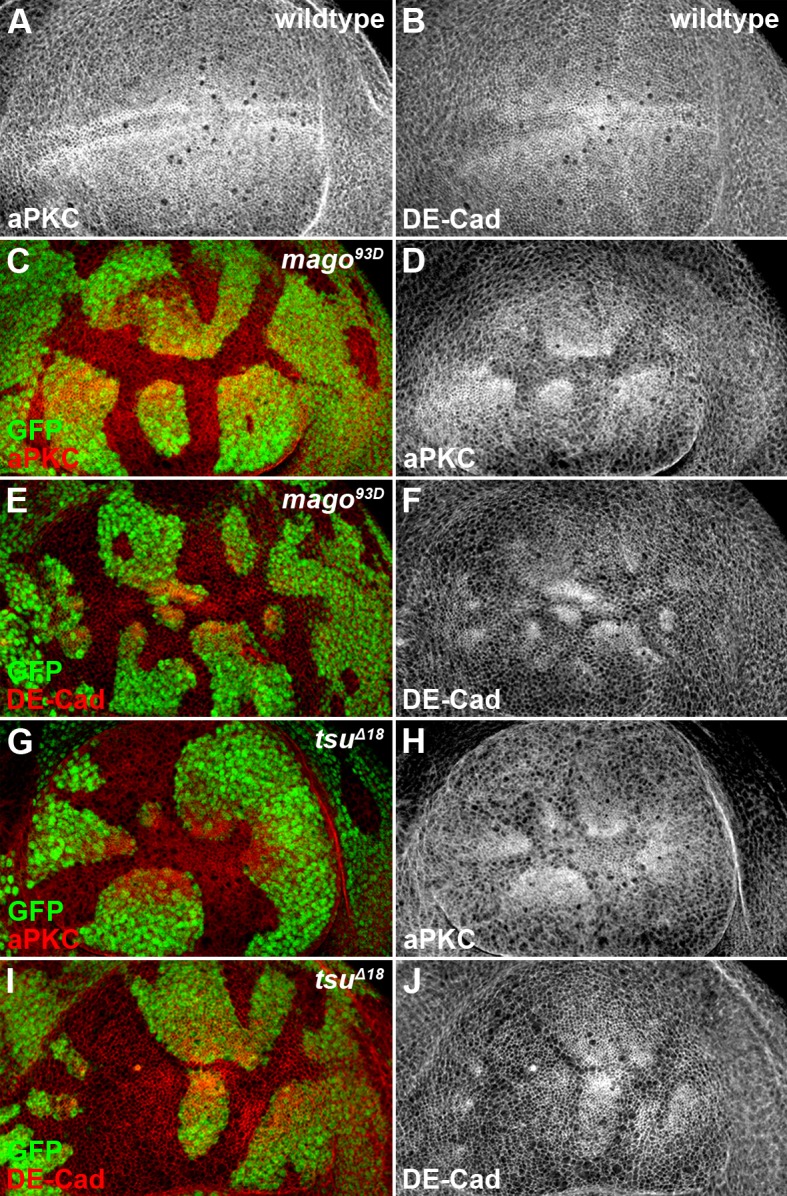
The pre-EJC components Mago and Tsu regulate cell polarity in the wing disc. (**A**,**B**) Shown are the expression patterns of cell polarity proteins aPKC (**A**) and DE-Cad (**B**) in wildtype wing discs. (**C**–**J**) The expression patterns of aPKC (**C**,**D**,**G**,**H**) and DE-Cad (**E**,**F**,**I**,**J**) were altered in loss-of-function *mago^93D^* (**C**–**F**) or *tsu^Δ18^* (**G**–**J**) somatic clones (marked by the absence of GFP). **DOI:** http://dx.doi.org/10.7554/eLife.17200.018

### Dlg1 protein stabilizes Dsh in the Wg signal transduction

Dlg1 is important for the maintenance of cell polarity, acting together with L(2)gl to form a basolateral complex to counteract with the apical complex in epithelium (St Johnston and Ahringer, 2010). Therefore, it is not surprising that reduced pre-EJC activity led to altered cell polarity in wing disc epithelium (Figure 4—figure supplement 6). To investigate if the maintenance of cell polarity is required for Wg signaling, we examined the effects of L(2)gl as well as Bazooka (Baz) and Cdc42 (Figure 5—figure supplement 1), two apical complex members (Harris and Peifer, 2004; Warner and Longmore, 2009), in the Wg signal transduction. Surprisingly, loss of these polarity regulators in wing disc clones did not obviously affect Wg signaling (Figure 5—figure supplement 2), implying that the regulation of Wg signaling by Dlg1 may be independent of its function on cell polarity.

Since cell polarity does not contribute significantly to Wg signaling, we reasoned that Dlg1 may directly interact with Dsh to regulate its activity. It has been reported that *Drosophila* Dsh binds in vitro to the K-K-x-x-x-Ψ motif within the I3-insert of the Hook domain in Dlg1 (Garcia et al., 2014). We confirmed this interaction in S2 cells as well as in wing discs by immunoprecipitation (Figure 4G,H; Figure 4—figure supplement 6A). The relevance of such interaction was further illustrated in rescue experiments in which overexpressed *dsh* was able to largely rescue the wing margin defects associated with reduced *dlg1* activity (Figure 4—figure supplement 3G).

Next, we investigated how Dlg1 modulates Dsh to facilitate Wg signaling. Knocking down *dlg1* by RNAi in S2 cells led to reduced production of Dsh protein, whilst overexpressing *dlg1* had an opposite effect (Figure 5A,B; Figure 4—figure supplement 5C). A similar result was observed in vivo when *dlg1* expression was manipulated in wing discs (Figure 5C–F). The effect of Dlg1 on Dsh production may be a direct consequence of altered protein stability. Dsh protein ectopically produced in S2 cells exhibited a short half-life of around two hours (Figure 5—figure supplement 3). The turnover of Dsh protein could be controlled through the ubiquitin-proteasome or lysosome mediated degradation. We found that the degradation of Dsh protein occurred mainly in lysosome when nascent protein synthesis was blocked by cycloheximide (CHX) (Figure 5G). This is consistent with the observation that Dsh colocalized with early endosome and late endosome/lysosome markers in wing discs as well as in S2 cells (Figure 5H–M; Figure 5—figure supplement 4). Furthermore, heightened *dlg1* expression counteracted with the CHX effect on Dsh degradation (Figure 5N). In contrast, Dsh degradation potentiated by *tsu* or *dlg1 RNAi* could be prevented when S2 cells were treated with a lysosomal inhibitor chloroquine (CQ) (Figure 5O,P). The above data indicate that the interaction between Dlg1 and Dsh protects Dsh protein from degradation in the lysosome. This conclusion was supported further by the observation that increased *dlg1* expression correlated with reduced degree of ubiquitination modification on Dsh, a form of posttranslational modifications required for protein degradation (Figure 5Q).

**Figure 5.**
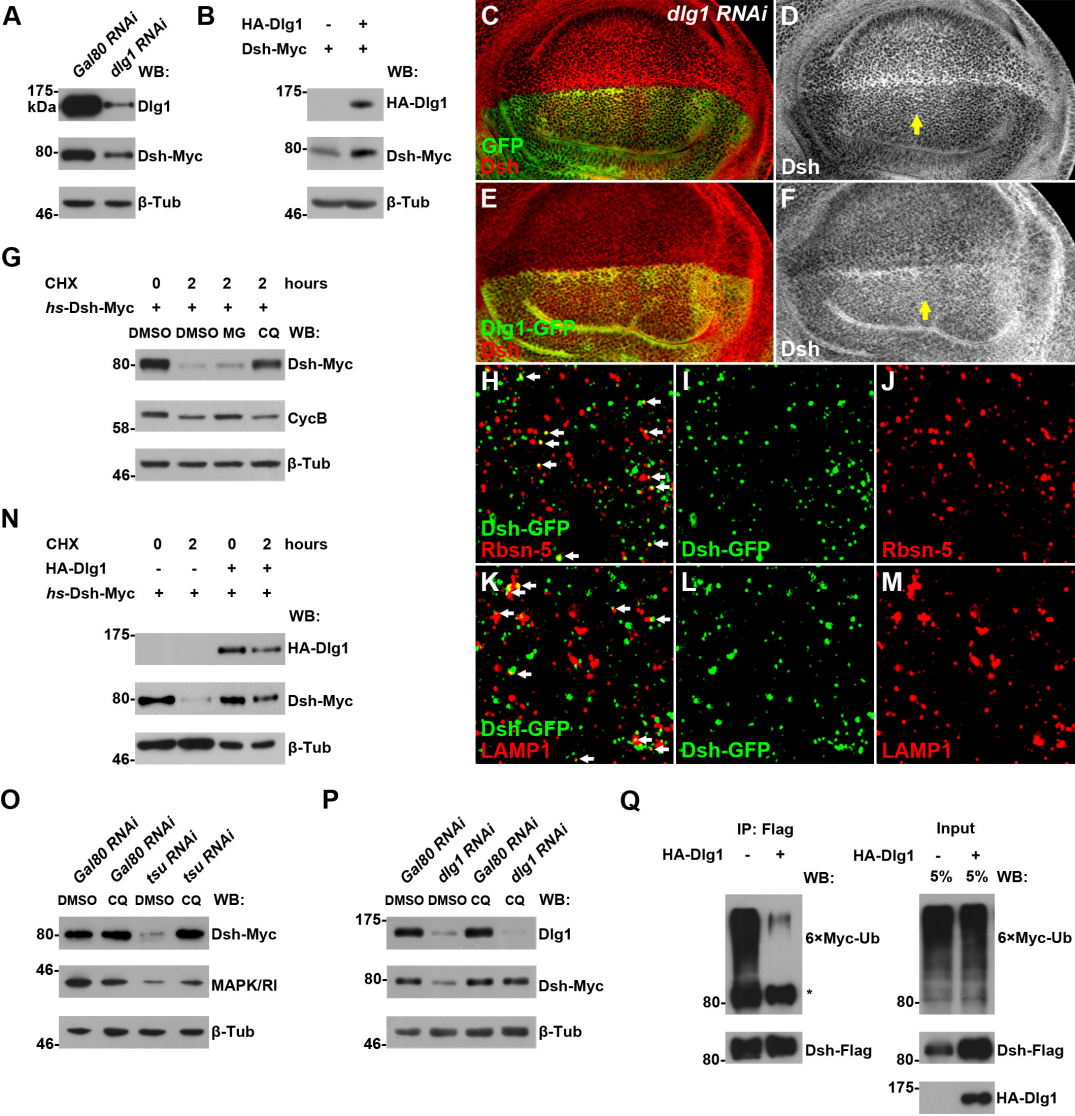
Dlg1 regulates Dsh protein turnover. (**A**) Knocking down *dlg1* by RNAi in S2 cells reduced the amount of Dsh protein. (**B**) Overexpressing *dlg1* increased the abundance of Dsh protein in S2 cells. Note that Dlg1-PD form was used in all experiments unless mentioned otherwise. (**C**–**F**) The amount of Dsh was altered respectively when *dlg1 RNAi* (**D**) or *dlg1-gfp* (**F**) was expressed in wing discs by *ap*-Gal4. (**G**) CHX treatment-induced Dsh protein degradation was inhibited by lysosome inhibitor chloroquine (CQ) but not by proteasome inhibitor MG132 (MG). Cyclin B is known to be degraded in the proteasome, which served as a positive control for MG treatment (Zhang et al., 2014). DMSO served as a negative control. (**H**–**M**) Dsh protein was detected in endocytic compartments in wing discs expressing *Ubpy* RNAi to prevent lysosome function. Over 10% of GFP-tagged Dsh (*dsh-gfp* under the control of the *dsh* promoter) colocalized with early endosome protein Rbsn-5 [**H–J**; n (field of view) = 8] and late endosome/lysosome protein marker LAMP1 in wing discs [**K–M**; n (field of view) = 10]. (**N**) CHX treatment-induced Dsh degradation was inhibited when *dlg1* was overexpressed in S2 cells. (**O**,**P**) Dsh degradation resulted from *tsu RNAi* (**O**) or *dlg1 RNAi* (**P**) treatment was inhibited by lysosome inhibitor CQ. (**Q**) Overproduced Dlg1 reduced the level of ubiquitination of Dsh. Asterisk indicated non-specific signal of Myc antibody reactivity. **DOI:** http://dx.doi.org/10.7554/eLife.17200.019

**Figure 5—figure supplement 1.**
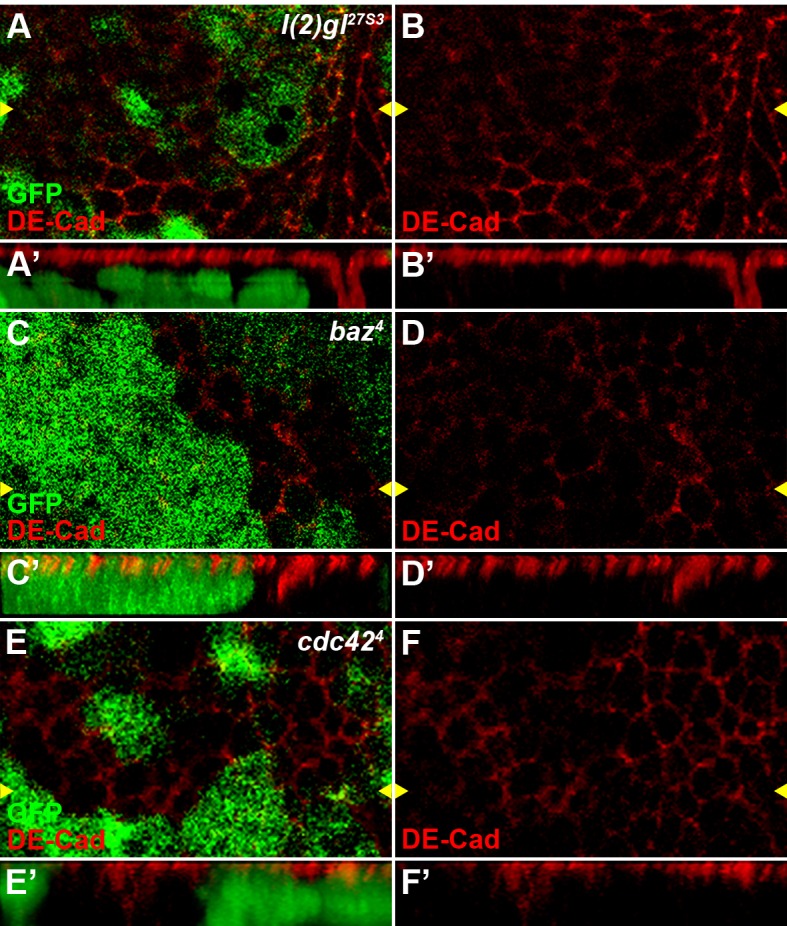
Reduced activity of cell polarity determinants *l(2)gl, baz* or *cdc42* result in polarity defects in wing disc cells. The localization of adherens junction, marked by DE-cadherin, was obviously changed in *l(2)gl^27S3^*(**A**–**B**)*, baz^4^* (**C**–**D**) or *cdc42^4^*(**E**–**F**) loss-of-function somatic clones (marked by the absence of GFP) in wing discs. Reconstituted optical cross sections along the *Z*-axis (indicated by the yellow arrowheads) are shown in **A’**–**F’**. **DOI:** http://dx.doi.org/10.7554/eLife.17200.020

**Figure 5—figure supplement 2.**
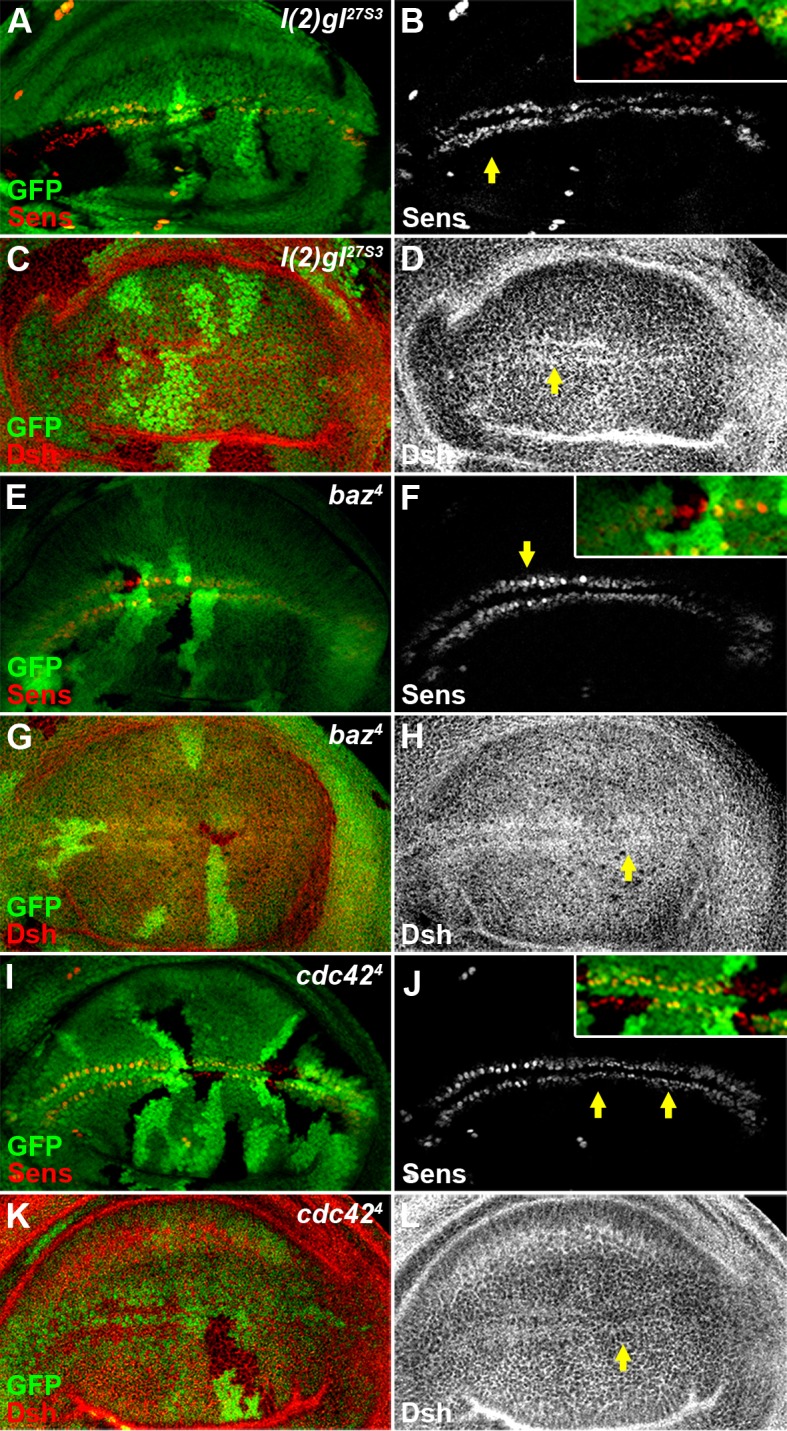
Reduced activity of cell polarity determinants *l(2)gl, baz* or *cdc42* does not result in an obvious Wg signaling defect. The expression pattern of Sens (**B**,**F**,**J**) or Dsh (**D**,**H**,**L**) was not obviously changed in *l(2)gl^27S3^*(**A**–**D**)*, baz^4^* (**E**–**H**) or *cdc42^4^*(**I**–**L**) loss-of-function somatic clones (marked by the absence of GFP) induced in wing discs. Shown in insets (**B**,**F**,**J**) are enlarged images of regions marked by arrows. **DOI:** http://dx.doi.org/10.7554/eLife.17200.021

**Figure 5—figure supplement 3.**
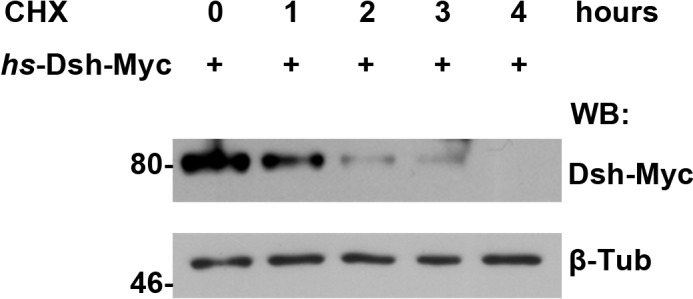
The turnover of fly Dsh protein was measured in S2 cells treated with CHX followed by a four-hour chase. **DOI:** http://dx.doi.org/10.7554/eLife.17200.022

**Figure 5—figure supplement 4.**
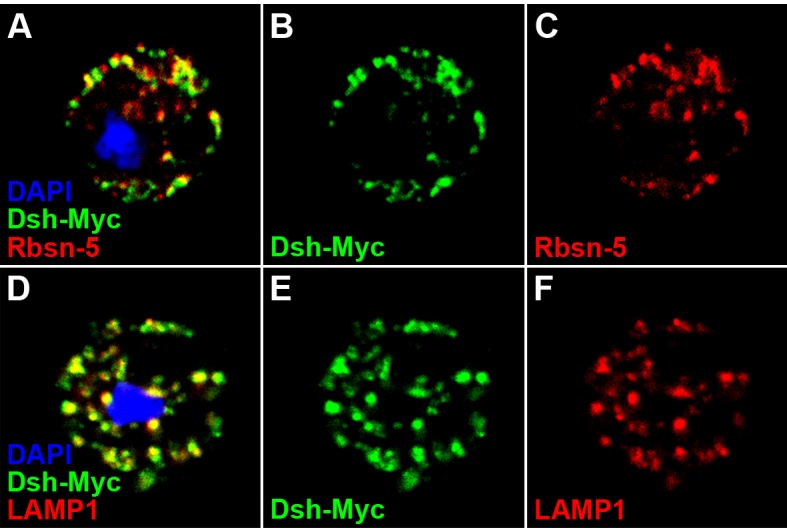
Dsh colocalizes with endosome and lysosome markers in S2 cells. S2 cells expressing *dsh-Myc* were treated with CQ for 8 hr to disrupt lysosome function. Over 60% of Dsh-Myc protein colocalized with early endosome protein Rbsn-5 [**A**–**C**, n (number of cells) = 10] and late endosome/lysosome marker LAMP1 [**D**–**F**, n (number of cells) = 10]. **DOI:** http://dx.doi.org/10.7554/eLife.17200.023

### The regulation of Dvl proteins by Dlg is conserved in vertebrate cells

Consistent with a role of Dlg1 on Dsh stability in *Drosophila* wing development, regulated protein degradation serves as a control mechanism on Dvl protein homeostasis in cultured vertebrate cells (Gao and Chen, 2010). It is thus likely that Dlg1 orthologs could act in a similar manner to control Dvl protein stability in vertebrates. Human cells encode five orthologous Dlg proteins, Dlg1-5. However, only Dlg2 contains an intact K-K-x-x-x-Ψ motif required for Dsh interaction as elucidated in *Drosophila* (Figure 6A). Indeed, overproduced Dlg2, but not Dlg3, was sufficient to stabilize Dvl proteins in HEK293T cells (Figure 6B,E, Figure 6—figure supplement 1A,B, Figure 6—figure supplement 2). To further illustrate the importance of the K-K-x-x-x-Ψ motif of Dlg2 in stabilizing Dvl proteins, we generated a mutant form of Dlg2 (hDlg2KKAA) where two key lysine residues of the Hook domain were mutated to alanines. As predicted, this Dlg2 mutant failed to stabilize Dvl due to its inability to interact with Dvl (Figure 6C,D). Dlg1 and Dlg2 share extensive homology within the Hook domain except that an amino acid is missing in Dlg1’s K-K-x-x-x-Ψ motif (Figure 6A). We replaced this motif in Dlg2 with amino acids found in Dlg1 (Figure 6—figure supplement 1C). The resulting Dlg2SFI-NL mutant showed reduced interaction with Dvl and no effect on Dvl protein stabilization (Figure 6—figure supplement 1D,E). To further demonstrate functional consequence of Dlg2 regulation on Dvl protein stability in Wnt signaling, we performed TOPFlash Luciferase Wnt signaling reporter assay in HEK293T cells. Overexpressed wildtype but not the KKAA mutant form of *dlg2* enhanced further the Dvl-induced TOPFlash reporter activity (Figure 6F). The above experiments together indicate that the Dlg activity on Dvl protein homeostasis is conserved from flies to vertebrates.

**Figure 6.**
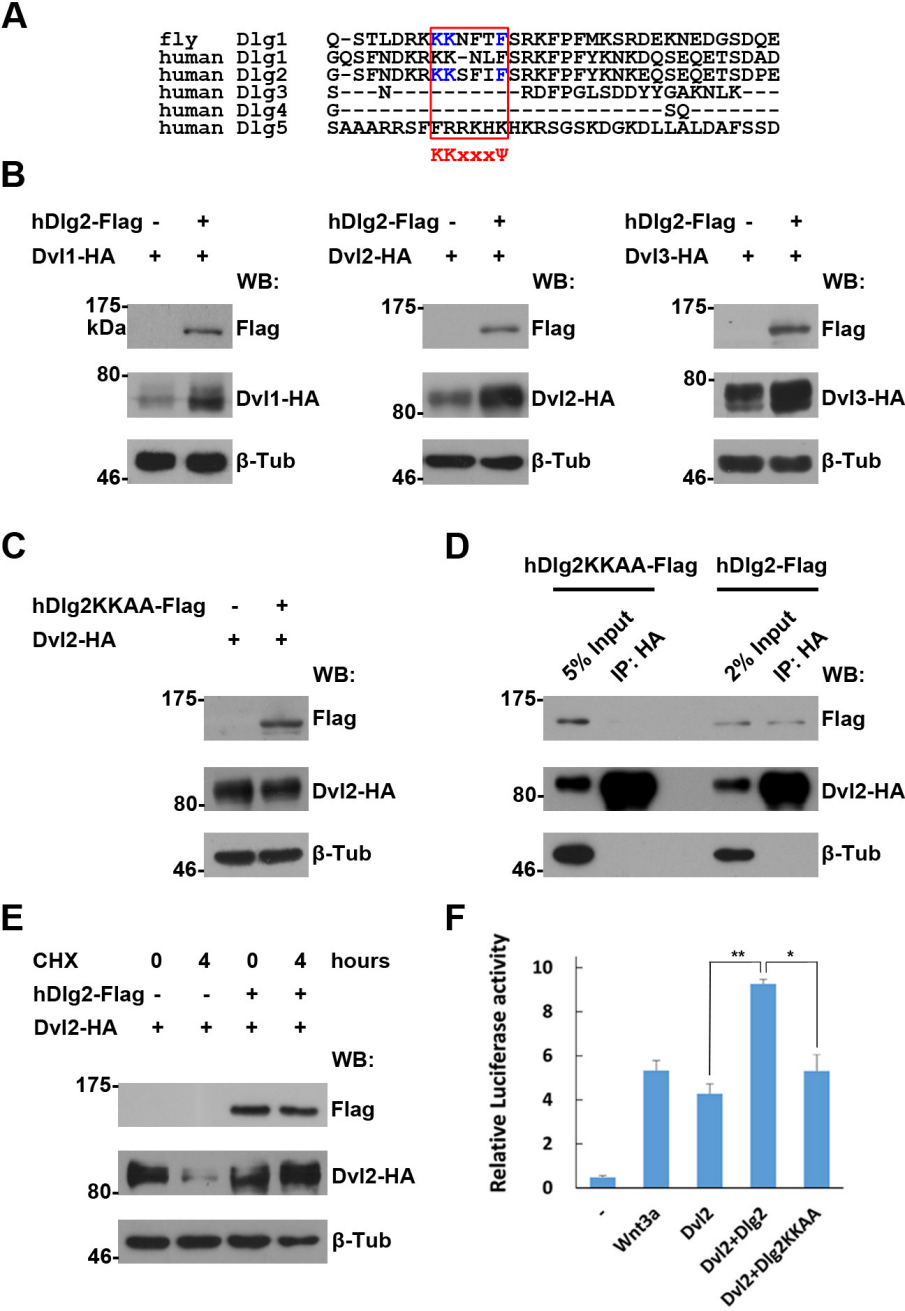
The regulation of Dvl proteins by Dlg is conserved in vertebrates. (**A**) Sequence alignment of the I3-insert of Hook domains presented in Dlg proteins reveals sequence conservation between fly Dlg1 and human Dlg orthologs. The K-K-x-x-x-Ψ motif is highlighted in a red box. Amino acids essential for Dsh interaction are shown in blue. (**B**,**C**) Overproduced wildtype (**B**), but not the KKAA mutant form of hDlg2 (**C**), increased the amount of Dvl proteins in HEK293T cells. (**D**) Dvl protein interacted with wildtype, but not the KKAA mutant form of hDlg2. (**E**) CHX treatment-induced Dvl protein degradation was prevented by overproduced hDlg2. (**F**) Overexpressing wildtype, but not the KKAA mutant form of hDlg2, further increased Dvl2-induced TOPFlash Wnt signaling reporter activity. Ectopic Wnt3a served as a positive control. Experiments were repeated thrice, and data were represented as the mean+S.D. after normalized to *Renilla* activity (**p<0.01; *p<0.05; Student’s t-test). **DOI:** http://dx.doi.org/10.7554/eLife.17200.024

**Figure 6—figure supplement 1.**
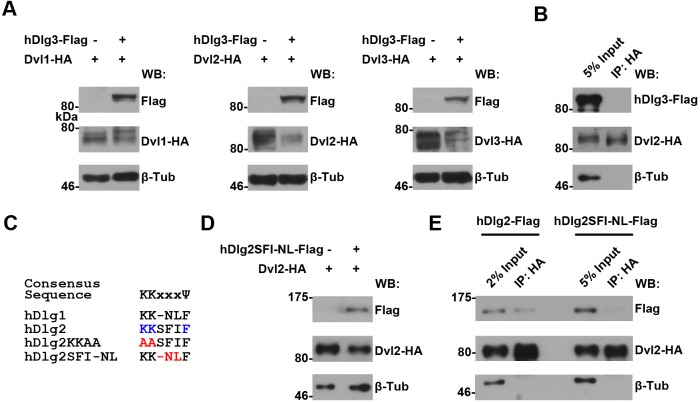
An intact K-K-x-x-x-Ψ motif is required for human Dlg proteins to stabilize Dvl2 in HEK293T cells. (**A**) Overexpressing *hdlg3* in HEK293T cells did not increase the amount of hDvl2 proteins. (**B**) No interaction between hDlg3 and hDvl2 was detected by co-IP in HEK293T cells. (**C**) Shown is the alignment of the K-K-x-x-x-Ψ motives in human Dlg 1 and 2. Two hDlg2 mutant forms, KKAA and SFI-NL, are also compared. (**D**) Overexpressing the SFI-NL mutant form of *hdlg2* (**B**) did not result in increased hDvl2 production. (**E**) The SFI-NL mutant form of hDlg2 displayed reduced interaction with hDvl2 in HEK293T cells when compared with that of wildtype hDlg2. **DOI:** http://dx.doi.org/10.7554/eLife.17200.025

**Figure 6—figure supplement 2.**
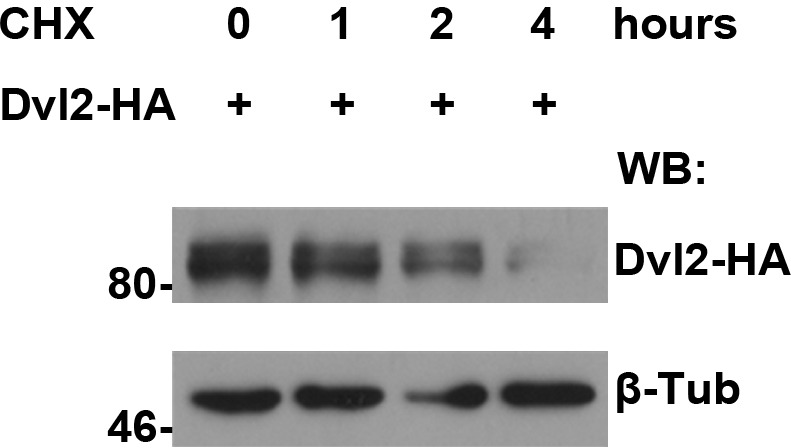
Protein turnover of human Dvl2 protein was measured in HEK293T cells treated with CHX followed by a four-hour chase. **DOI:** http://dx.doi.org/10.7554/eLife.17200.026

## Discussion

In summary, our study uncovers a specific role of the RNA binding protein complex EJC in the *Drosophila* wing morphogenesis. Our genetic and biochemical analyses demonstrate that the pre-EJC is necessary for Wg morphogen reception to activate the signal transduction. The identification of the cell polarity determinant *dlg1* as one of the pre-EJC targets provides mechanistic basis for the pre-EJC regulation of the Wg signaling. Dlg1 controls the stability of the scaffold protein Dsh, which is the hub of the Wg signaling cascade (Figure 7). Importantly, this mode of regulation of Dvl by Dlg is conserved from flies to vertebrates.

**Figure 7.**
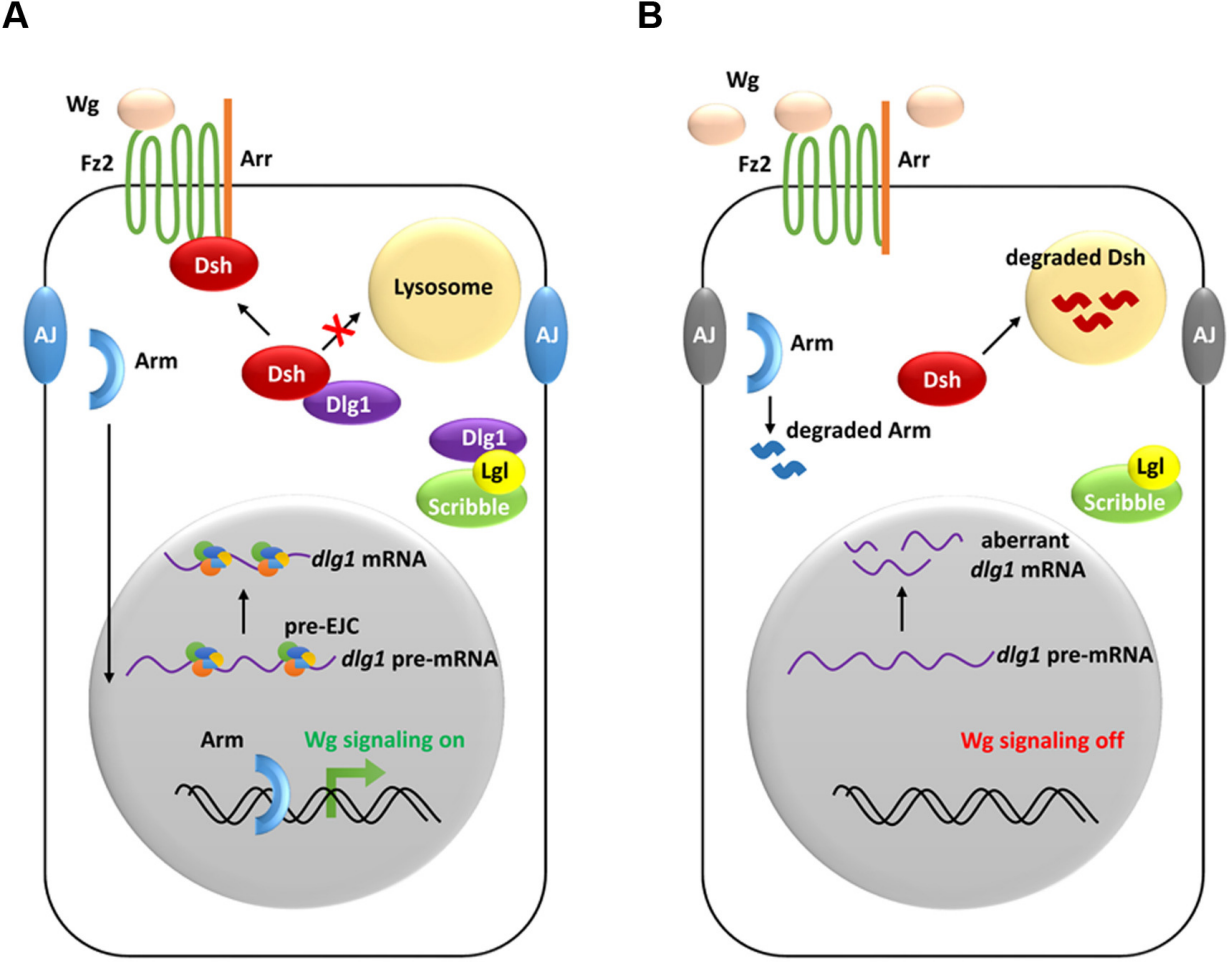
A model showing how the pre-EJC functions in the Wg signaling. (**A**) In wildtype wing disc epithelial cells, the pre-EJC activity is required for precise splicing of target transcripts, including *dlg1*. Dlg1 protein functions independently from its role in cell polarity determination to prevent Dsh protein from degradation in the lysosome. Stabilized Dsh works together with Fz2 and Arr, two Wg co-receptors, to facilitate Wg signal reception. Consequently, through a series of cytoplasmic events, Arm protein becomes stabilized, which translocates to the nucleus to activate Wg target gene transcription. (**B**) When the pre-EJC activity was defective in wing disc epithelium, precise splicing of *dlg1* gene is not maintained. Decreased Dlg1 production is not sufficient to stabilize Dsh, resulting in reduced Wg morphogen reception. As a result, Wg is accumulated in the extracellular space of the epithelium, which ultimately fails to protect Arm from degradation, hence reduced Wg signaling. **DOI:** http://dx.doi.org/10.7554/eLife.17200.027

### The EJC specifically regulates development

The EJC as well as other RNA binding protein complexes are thought to function in a pleiotropic manner. However, our data presented here together with several recent studies argue that RNA regulatory machineries can act specifically on developmental signaling for pattern formation and organogenesis. It has been increasingly recognized that the production, transport or the location of mRNA are subject to precise regulation in Wg/Wnt signaling. For example, apical localization of *wg* RNA is essential for signal activation in epithelial cells (Simmonds et al., 2001; Wilkie and Davis, 2001), whilst the RNA binding protein RBM47 regulates Wnt signaling in zebrafish head development (Guan et al., 2013) as well as in cancer (Vanharanta et al., 2014; Venugopal et al., 2015). The specific role of RNA machineries on cell signaling is not limited to Wg/Wnt signaling. It has been reported that RNA-binding protein Quaking specifically binds to the 3’UTR of transcription factor *gli2a* mRNA to modulate Hedgehog signaling in zebrafish muscle development (Lobbardi et al., 2011). RNA binding protein RBM5/6 and 10 could differentially control alternative splicing of a negative Notch regulator gene *NUMB*, thus antagonistically regulating the Notch signaling activity for cancer cell proliferation (Bechara et al., 2013). Therefore, generally believed pleotropic RNA regulatory machineries emerge as important regulatory means to specifically control cell signaling and related developmental processes.

The most studied function of the EJC in development is to localize *oskar* mRNA to the posterior pole of the oocyte for oocyte polarity establishment and germ cell formation in *Drosophila* (Newmark and Boswell, 1994; Hachet and Ephrussi, 2001; Mohr et al., 2001; van Eeden et al., 2001; Palacios et al., 2004). Further study suggests that the proper *oskar* RNA localization relies on its mRNA splicing (Hachet and Ephrussi, 2004). In light of our study of the EJC activity on *dlg1* mRNA as well as the roles of EJC on *mapk* and *piwi* splicing (Ashton-Beaucage et al., 2010; Roignant and Treisman, 2010; Hayashi et al., 2014; Malone et al., 2014), we suspect that EJC might regulate *oskar* mRNA splicing to mediate its mRNA localization. Our RNA-seq analyses identified several hundreds of candidate mRNAs whose expression may be directly or indirectly subjected to EJC regulation. Apart from defects in Wg and MAPK signaling, however, we did not observe altered wing patterning associated with other developmental signaling systems in EJC defective flies, arguing that EJC may primarily regulate Wg and MAPK signaling in patterning the developing wing.

### Regulated Dishevelled activity is required for Wg/Wnt signaling

Wg/Wnt signaling plays a fundamental role in development and tissue homeostasis in both flies and vertebrates. Its activation and maintenance rely on appropriate activity of the ternary receptor complex including Fz family proteins. In *Drosophila*, polarized localization of Fz and Fz2 proteins is essential for activation of non-canonical and canonical Wg signaling, respectively (Boutros et al., 2000; Wu et al., 2004). Dsh, which acts as a hub mediating both canonical and non-canonical Wg signaling, however, is found at both the apical cell boundary and in the basal side of the cytoplasm (Kaplan and Tolwinski, 2010). Thus, the polarized activity of Dsh must require distinct regulatory mechanisms at different sub-membrane compartments (Mlodzik, 2016). Our results provide the in vivo evidence suggesting that the basolateral polarity determinant Dlg1 may play a dominant role to control the Dsh abundance/activity in canonical Wg signaling.

Altered Dvl production or activity has been linked with several forms of cancer (Kafka et al., 2014). The stability of Dvl proteins can be controlled through regulated protein degradation both in vertebrates (Gao and Chen, 2010) and in *Drosophila* as reported in this study. In HEK293T cells, Dapper1 induces whilst Myc-interacting zinc-finger protein 1 (MIZ1) antagonizes autophagic degradation of Dvl2 in lysosome (Zhang et al., 2006; Huang et al., 2015; Ma et al., 2015). It is also reported that a tumor suppressor CYLD deubiquitinase inhibits the ubiquitination of Dvl (Tauriello et al., 2010). As Dlg1 prevents Dsh from degradation in *Drosophila*, it is important to investigate if Dlg1 participates in a posttranslational regulatory network of Dvl to integrate endocytosis and autophagy. Furthermore, upregulation of *dvl2* and *dlg2* expression has been found in various forms of cancer as shown in the COSMIC database (Forbes et al., 2015). The study of the interaction between Dlg1 and Dsh may aid the development of novel approaches to prevent or treat relevant diseases.

### Complex relationship between cell polarity determination and developmental signaling

Dlg1 acts together with L(2)gl to form a basolateral complex in polarized epithelium. Dsh is known to interact with L(2)gl. On one hand, Dsh activity is required for correct localization of L(2)gl to establish apical-basal polarity in *Xenopus* ectoderm and *Drosophila* follicular epithelium (Dollar et al., 2005). On the other hand, L(2)gl can regulate Dsh to maintain planar organization of the embryonic epidermis in *Drosophila* (Kaplan and Tolwinski, 2010). Despite the complex interaction between L(2)gl and Dsh, not much is known about mutual regulation between Dlg1 and Dsh. A recent report suggests that Dsh binds to Dlg1 to activate Guk Holder-dependent spindle positioning in *Drosophila* (Garcia et al., 2014). Our results unveil another side of the relationship in which Dlg1 controls the turnover of Dsh to ensure developmental signal propagation. Apart from its apical localization at the cell boundary, Dsh is also found in the basal side of the cytoplasm (Kaplan and Tolwinski, 2010). It is likely that the interactions among Dsh, Dlg1 and L(2)gl may be dependent on their localization, and Dsh may serve as a bridge to connect cell signaling and polarity.

Developmental signaling and cell polarity intertwine to control a diverse array of cellular events. It is well known that Wg/Wnt signaling controls cell polarity in distinct manner. Non-canonical signaling acts through cytoskeletal regulators to establish planar cell polarity (Yang and Mlodzik, 2015). Canonical signaling may also directly affect apical-basal cell polarity (Karner et al., 2006). On the other hand, disruption of epithelial cell polarity has a profound impact on protein endocytosis and recycling (Barbieri et al., 2016), both of which are essential regulatory steps for signal activation and maintenance (Shivas et al., 2010). Our results add another layer of complexity by which polarity determinants could contribute to cell signaling independent of their conventional roles in polarity establishment and maintenance. Interestingly, this mode of regulation is also observed for other signaling processes. Loss of Dlg5 impairs Sonic hedgehog-induced Gli2 accumulation at the ciliary tip in mouse fibroblast cells that may not rely on cell polarity regulation (Chong et al., 2015). Similarly, L(2)gl regulates Notch signaling via endocytosis, independent of its role in cell polarity (Parsons et al., 2014). We believe that other cell polarity determinants may similarly participate in polarity-independent processes, however, the exact mechanism of how they cooperate to modulate developmental signaling awaits further investigation.

## Materials and methods

### Fly genetics

The following fly stocks were obtained from the Bloomington *Drosophila* Stock Center: *ap*-Gal4, *da-*Gal4, *dpp-*Gal4, *hh-*Gal4, *T80*-Gal4, *ts-*Gal80 (McGuire et al., 2003), *vg^BE^-*Gal4, *baz^4^ FRT9-2* (#23229), *cdc42^4^ FRT19A* (#9106), *dlg1^14^ FRT101* (#36283), *l(2)gl^27S3^ FRT40A* (#41561), *Dll-lacZ* (#10981), *wg-lacZ* (#1672), UAS*-dsh* (#9524), UAS*-eIF4AIII RNAi* (#32444), UAS*-mago RNAi* (#28931), UAS*-Rnps1 RNAi* (#36580), and UAS*-tsu RNAi* (#28955). UAS*-eIF4AIII RNAi* (#108580), UAS*-mago RNAi* (#28132), UAS*-tsu RNAi* (#107385) and UAS-*Ubpy RNAi* (#107623) were obtained from the Vienna *Drosophila* RNAi Center (VDRC). UAS*-arr* was a gift of Xinhua Lin, *btz^2^*(Palacios and St Johnston, 2002) was a gift of Daniel St Johnston, UAS-*dlg1-gfp* (Zhang et al., 2007) was a gift of Bingwei Lu, *dsh-gfp* (Axelrod et al., 1998) was a gift of Jeffrey Axelrod, *esg-flp (esg-*Gal4, UAS-*flp;* Chen et al., 2005) and *NRT-HA-wg* (Alexandre et al., 2014) were gifts of Jean-Paul Vincent, UAS*-fz2* (Chen and Struhl, 1999) was a gift of Gary Struhl, *fz3-lacZ* (Sato et al., 1999) was a gift of Roel Nusse, FRT42D *mago^93D^* and FRT42D *tsu^Δ18^* (Roignant and Treisman, 2010) and FRT42D *M(2)58F ubi-gfp* were gifts of Jessica Treisman.

All fly crosses were maintained at 25°C unless noted otherwise. Detailed crossing schemes for each figure are shown in Supplementary file 1. Loss-of-function somatic clones were induced in the wing disc by Flp/FRT-mediated homologous recombination. Second instar larvae from parental crosses were heat-shocked at 37°C for half an hour. Phenotypes of the adult wing and wing discs are all fully penetrant (n>20).

### Immunofluorescence staining

For conventional immunofluorescence staining, wing discs dissected from third instar larvae were fixed in 4% paraformaldehyde, blocked in 0.2% BSA and incubated overnight at 4°C with the following primary antibodies: rabbit anti aPKC (1:500; sc-216; Santa Cruz Biotechnology, Dallas, TX), rabbit anti-Arr (1:15000; a gift of Stephen DiNardo; Rives et al., 2006), mouse anti β-galactosidase (1:50; 40-1a; Developmental Studies Hybridoma Bank, DSHB, Iowa City, IA), rabbit anti-β-galactosidase (1:4000; Cappel, Durham, NC), mouse anti-Dlg1 (1:50; 4F3; DSHB), mouse anti-Dll (1:400; a gift of Ian Duncan; Duncan et al., 1998), rat anti-DE-Cad (1:500; DCAD2; DSHB), rat anti-Dsh (1:500; a gift from Tadashi Uemura; Shimada et al., 2001), mouse anti-Fz2 (1:20; 12A7; DSHB), mouse anti-HA (1:100; 6E2, Cell Signaling Technology, CST, Danvers, MA), rabbit anti-LAMP1 (1:500; ab30687; abcam, Cambridge, MA; Bouché et al., 2016), rabbit anti-Rbsn-5 (1:2000; a gift of Akira Nakamura; Tanaka and Nakamura, 2008), guinea pig anti-Sens (1:1000; a gift of Hugo Bellen; Nolo et al., 2000) and mouse anti-Wg (1:200; 4D4; DSHB). The wing discs were incubated with Alexa fluor-conjugated secondary antibodies (1:400; Invitrogen, Carlsbad, CA) for one hour at room temperature before mounting. Fluorescence images were acquired with a Zeiss Axio Imager Z1 microscope equipped with an ApoTome or a Leica SP8 confocal microscope. The figures were assembled in Adobe Photoshop CS5. Minor image adjustments (brightness and/or contrast) were performed in AxioVision 4.8.1 or Photoshop.

Extracellular Wg staining was performed based on a previously described protocol with minor modification (Strigini and Cohen, 2000). Briefly, third instar larvae discs were dissected in ice-cold Schneider’s *Drosophila* medium (Invitrogen) supplemented with 10% FBS, 100 U/ml of penicillin and 100 mg/ml of streptomycin (full medium) and then incubated on ice with mouse anti-Wg antibody (1:10; 4D4) diluted in the full medium for one hour. Larval discs were rinsed and then fixed for 20 minutes in ice-cold PBS containing 4% paraformaldehyde before proceeding for immunofluorescence staining.

To detect Dsh protein that undergoes endocytic degradation in wing discs in which *dsh-gfp* expression was controlled by the *dsh* promoter, *Ubpy* RNAi was used to disrupt ESCRT-0 complex that is required for delivery of internalized cargos for lysosomal degradation (Zhang et al., 2014). Similarly, S2 cells overexpressing *dsh-Myc* was treated with chloroquine (10 mg/ml, Sigma, St. Louis, MO) to disrupt lysosome function. Antibodies against Rbsn-5 and LAMP1 were used to label early endosomes and late endosomes/lysosomes, respectively.

### Molecular biology

Myc-tagged fly *dsh* was generated by cloning the *dsh-Myc* fragment amplified from the UAS*-dsh* (Bloomington #9524) transgenic strain into the NotI/XbaI site of the pUAST vector (Brand and Perrimon, 1993) or a pCaSpeR-hs vector derived from pCaSpeR. *dsh-Flag* construct was generated by cutting full-length fly *dsh* cDNA from the pUAST vector and then subcloned into the EcoRI site of a pUAST-3×Flag vector. The HA-tagged fly *dlg1* was generated by fusing an HA tag at the N-terminus of the full-length *dlg1-RB* or *dlg1-RD* cDNA and then cloned into the pUAST vector. HA-tagged human *dvl1, dvl2* and *dvl3* were generated by fusing an HA tag at the C-terminus of the full-length human *dvl1, dvl2* and *dvl3* cDNA, respectively, and the resulting HA-fusions were then cloned into a pcDNA3.1 vector. Human *dlg* with a Flag tag at the C-terminus was generated by cloning the full-length *dlg2 or dlg3* cDNA into a pCMV3×Flag vector. This vector was also used to generate the *dlg2KKAA* or *dlg2SFI-NL* mutant expression vector by site directed mutagenesis (Stratagene, La Jolla, CA). pAct-*Myc-Ub* plasmid was provided by Shunsuke Ishii (Dai et al., 2003). Primers used in molecular cloning are listed in Supplementary file 1.

### Cell culture, transfection and RNAi treatment

*Drosophila* Schneider S2 cells were cultured at 25°C in Schneider’s *Drosophila* full medium. HEK293T cells were grown in DMEM medium (Invitrogen) supplemented with 10% FBS, 100 µ/ml of penicillin and 100 mg/ml of streptomycin at 37°C. DNA transfection was carried out using a standard calcium phosphate protocol.

In some experiments, S2 cells or HEK293T cells were treated for up to four hours with cycloheximide (CHX; 50 µg/ml; Sigma) before harvest to inhibit nascent protein synthesis. MG132 (50 µM; Sigma) was used to inhibit the proteasome activity, while chloroquine (10 mg/ml) was used to inhibit lysosome function (Zhang et al., 2014). S2 cells transfected with *hs-dsh* and indicated vectors were heat shock for half an hour at 37°C after transfection for 48 hours. Then the cells were recovered at 25°C for one hour followed by drug treatment.

dsRNA was generated with the MEGAscript high yield transcription kit (Ambion, Austin, TX) according to the manufacturer’s instruction. DNA template targeting *tsu* (encoding amino acids 45–165), *mago* (encoding amino acids 31–140), *dlg1* (encoding amino acids 800–917) and full length yeast *Gal80* was generated by PCR and used for dsRNA synthesis. dsRNA targeting yeast *Gal80* coding sequence was used as a negative control (Su et al., 2011). For RNAi knockdown in S2 cells, dsRNA transfection was carried out using a standard calcium phosphate protocol. Primers used to generate dsRNAs are listed in Supplementary file 1.

### TOPFlash Wnt signaling luciferase reporter assay

HEK293T cells grown in 24 well plates were transfected with the TOPFlash luciferase reporter (a gift of Yeguang Chen; Zhang et al., 2006) and indicated vectors for two days before harvest. The pRL-TK *Renilla* reporter was co-transfected to normalize transfection efficiency. Luciferase activity was measured following the Dual-Glo luciferase assay protocol (Promega, Madison, WI).

### Immunoblotting, immunoprecipitation and ubiquitination assays

S2, HEK293T cells and 3rdinstar larval wing imaginal discs were lysed in NP-40 buffer (1% NP-40, 150 mM NaCl and 50 mM Tris-Cl, pH 8) supplemented with protease inhibitor cocktail (Roche, Germany). The concentration of protein cell lysate was quantified using a BCA protein assay kit (Thermo, Waltham, MA). Immunoblotting was carried out using standard protocols. The following antibodies were used for immunoblotting: mouse anti-β-Tubulin (1:10000; E7, DSHB), mouse anti-Cyclin B (1:50; F2F4; DSHB), mouse anti-Dlg1 (1:2000; 4F3; DSHB), rabbit anti-Flag tag (1:2000; D6W5B; CST), rabbit anti-HA tag (1:1000; Y-11; Santa Cruz), mouse anti-HA tag (1:2000; 6E2; CST), rabbit anti-MAPK (1:1000, 137F5, CST) and mouse anti-Myc tag (1:2000; 9B11; CST).

Immunoprecipitation was performed using agarose anti-HA (Vector Labs, Burlingame, CA), agarose anti-Myc (Vector Labs), agarose anti-GFP (Vector Labs) or Flag M2 affinity gel (Sigma) according to manufacturers’ instructions. Immunoblots presented in all figures are representatives of at least three independent experiments.

Ubiquitination assays were carried out with hot lysis-extracted protein lysates based on the protocol described previously (Row et al., 2006; Zhang et al., 2014). Briefly, S2 cells transfected with *dsh-Flag, HA-dlg* and *6×Myc-Ub* were hot-lysed in denaturing buffer (1% SDS, 50 mM Tris, pH 7.5, 0.5 mM EDTA) by boiling for five minutes. Lysates were then diluted 10-fold with NP-40 lysis buffer and subject to immunoprecipitation with anti-Flag M2 affinity gel (Sigma).

### RNA isolation, quantitative real-time PCR and RT-PCR

Total RNA of pooled third instar larvae or imaginal wing discs was extracted using TRIzol reagent (Invitrogen). Residual genomic DNA was removed by RNase-free DNase (New England Biolabs, NEB, Ipswich, MA). First strand cDNA was synthesized using oligo-dT primers and SuperScript III reverse transcriptase (Invitrogen). Quantitative real-time PCR was performed using SYBR Green PCR master mix (Applied Biosystems, Waltham, MA) on a 7500 real time PCR system (Applied Biosystems). Using *α-Tubulin 84B* as an internal control, relative fold changes of transcripts were calculated using comparative CT (2^–ΔΔCT^) method. Three independent samples were prepared and run in triplicates. RT-PCR was performed to compare with the quantitative real-time PCR results. Primers used in quantitative real-time PCR and RT-PCR are listed in Supplementary file 1.

### Whole transcriptome sequencing and analyses

Total RNA from pooled third instar larval wing imaginal discs (1000 pairs per sample preparation) expressing UAS*-lacZ* or UAS*-tsu RNAi* (VDRC#107385) driven by *T80-*Gal4 was extracted in duplicates using TRIzol. Poly(A)+ mRNAs were enriched using Dynabeads oligo (dT) beads (NEB). RT reactions and purification of cDNA templates were performed following the RNA-seq sample preparation protocol from Illumina. Each cDNA sample was sequenced on an IlluminaHiseq 2500 system.

Whole transcriptome reads were aligned using the TopHat (v2.0.13) (Trapnell et al., 2012) with the Ensembl Drosophila_melanogaster.BDGP5.78.gtf as a reference (http://www.ensembl.org/index.html). In total, 22,563,753 and 24,660,199 of 125 bp reads pairs for duplicated *tsu* samples and 22,610,210 and 28,651,178 of 125 bp reads pairs for *lacZ* samples were sequenced, respectively. The transcription analysis was performed using Cufflinks (v2.2.1) (Trapnell et al., 2012). DEXseq was used to plot the transcripts to each gene (Anders et al., 2012). RPKM method (reads per kilobase of transcript per million mapped sequence reads; Mortazavi et al., 2008) was used for normalizing gene counts. We calculated the ratio of RPKM between the *tsu* and *lacZ* samples. The R density plot package (R Core Team, 2015, R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. https://www.R-project.org//) was used to generate the distribution plot shown in Figure 4—figure supplement 2C. The Seq data was deposited to NCBI website: http://www.ensembl.org/index.html http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ujyhqauybbujhun&acc=GSE81220.

# Supplementary material for: The exon junction complex regulates the splicing of cell polarity gene dlg1 to control Wingless signaling in development
**Source:** eLife. 2016 Aug 18;5:e17200. doi: 10.7554/eLife.17200
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.17200.028

**Supplementary file 1. Fly genetics information and Primers.**

**Genetic crosses for Figures 1-5 and figure supplements are listed below:**

For Figure 1A, C-F, Figure 2A-F, Figure 3A, B, Figure 3-figure supplement 1B, C, E, F, Figure 4A, B, Figure 4-figure supplement 6G-J: *hs-flp^122^*; FRT42D, *M(2)58F*, *ubi*-*gfp*/CyO, P(*y+*) x FRT42D*, tsu^Δ18^*/CyO.

For Figure 1B, Figure 1-figure supplement 2A-F, Figure 4-figure supplement 6C-F: *hs-flp^122^*; FRT42D, *M(2)58F*, *ubi*-*gfp*/CyO, P(*y+*) x FRT42D*, mago^93D^*/CyO.

For Figure 1G-H: *hs-flp^122^*; FRT42D, *M(2)58F*, *ubi*-*gfp* /CyO, P(*y+*) x *fz3*-*lacZ*/+, FRT42D*, tsu^Δ18^*/CyO.

For Figure 2G-I: Sco/CyO, *wg-lacZ*; *dpp-*Gal4, UAS-*mCD8-gfp*/TM6B x UAS-*tsu RNAi* (Bloomington #28955)

For Figure 2J-K: *NRT-HA-wg*/Cyo; *hh-*Gal4, *dpp-*Gal4, UAS-*mCD8-gfp/*TM6B x UAS-*tsu RNAi* (Bloomington #28955)

For Figure 3C, D: *hs-flp^122^*; FRT42D, *M(2)58F*, *ubi*-*gfp*/CyO, P(*y+*) x FRT42D*, mago^69B^*/CyO.

For Figure 3E: *vg^BE^-*Gal4, UAS-*mCD8-gfp*, UAS-*tsu RNAi* (VDRC #107385) x UAS-*lacZ*

For Figure 3F: *vg^BE^-*Gal4, UAS-*mCD8-gfp*, UAS-*tsu RNAi* (VDRC #107385) x UAS-*fz2*

For Figure 3G: *vg^BE^-*Gal4, UAS-*mCD8-gfp*, UAS-*tsu RNAi* (VDRC #107385) x UAS-*arr*

For Figure 3H: *vg^BE^-*Gal4, UAS-*mCD8-gfp*, UAS-*tsu RNAi* (VDRC #107385) x UAS-*dsh*

For Figure 3J, Figure 3-figure supplement 3: *T80-*Gal4, UAS-*mCD8-rfp* x UAS-*tsu RNAi* (VDRC #107385) and *T80-*Gal4, UAS-*mCD8-rfp* x UAS-*lacZ*

For Figure 4C, D, Figure 4-figure supplement 3A, B: *ubi*-*gfp*, FRT101/FM7; *esg-*Gal4, UAS-*flp* x *dlg1^14^*, FRT101;

For Figure 5C, D: *ap-*Gal4, UAS-*mCD8-gfp*/CyO; *ts*-Gal80 x UAS-*dlg1 RNAi* (Bloomington #35772). The flies were maintained at 18ºC for 10 days before shifted to 29ºC at early third instar larval stage for 12 hours. Wandering third instar larvae imaginal discs were then dissected for immunostaining.

For Figure 5E, F: *ap-*Gal4/CyO; UAS-*dlg1*-*gfp*

For Figure 5H-M: *dsh-gfp/+*; *dpp-*Gal4/+ x UAS-*Ubpy RNAi* (VDRC #107623)

For Figure 1-figure supplement 1A, B: *vg^BE^-*Gal4, UAS-*mCD8-gfp* x UAS-*gfp*

For Figure 1-figure supplement 1E: *vg^BE^-*Gal4, UAS-*mCD8-gfp* x UAS-*tsu RNAi* (VDRC #107385)

For Figure 1-figure supplement 1F: *vg^BE^-*Gal4, UAS-*mCD8-gfp* x UAS-*mago RNAi* (VDRC #28132)

For Figure 1-figure supplement 1G: *vg^BE^-*Gal4, UAS-*mCD8-gfp* x UAS-*eIF4AIII RNAi* (VDRC #108580)

For Figure 1-figure supplement 1H-J: *Dll-lacZ*/CyO, *hh-*Gal4/TM6B x UAS-*tsu RNAi* (Bloomington #28955)

For Figure 1-figure supplement 3: *hs-flp^122^*; FRT82B, *ubi*-*gfp* x FRT82B*, btz^2^*/TM6B

For Figure 4-figure supplement 1A: *da-*Gal4 x UAS-*gfp* and *da-*Gal4 x UAS-*tsu RNAi* (VDRC #107385)

For Figure 4-figure supplement 3C-D: *hh-*Gal4, UAS-*mCD8-gfp*/TM6B x UAS-*dlg1 RNAi* (Bloomington #35772)

For Figure 4-figure supplement 3E, E’: *vg^BE^-*Gal4, UAS-*mCD8-gfp*; UAS-*dlg1 RNAi* (Bloomington #35772) x UAS-*lacZ*

For Figure 4-figure supplement 3F, F’: *vg^BE^-*Gal4, UAS-*mCD8-gfp*; UAS-*dlg1 RNAi* (Bloomington #35772) x UAS-*dlg1*

For Figure 4-figure supplement 3G, G’: *vg^BE^-*Gal4, UAS-*mCD8-gfp*; UAS-*dlg1 RNAi* (Bloomington #35772) x UAS-*dsh*

For Figure 4-figure supplement 3H, H’: *vg^BE^-*Gal4, UAS-*mCD8-gfp*; UAS-*tsu RNAi* (VDRC #107385) x UAS-*dlg1*

For Figure 4-figure supplement 4B, C, E, F, H, I: *hh-*Gal4, UAS-*mCD8-gfp*/TM6B x UAS-*Rnps1 RNAi* (Bloomington #36580)

For Figure 5-figure supplement 1A, B, Figure 5-figure supplement 2A-D: *hs-flp^122^*; *ubi*-*gfp*, FRT40A/CyO x *l(2)gl^27S3^*, FRT40A/CyO

For Figure 5-figure supplement 1C, D, Figure 5-figure supplement 2E-H: *ubi*-*gfp*, *hs-flp^122^*, FRT9-2/y x *baz^4^*, FRT9-2/CyO

For Figure 5-figure supplement 1E, F, Figure 5-figure supplement 2I-L: *ubi*-*gfp*, *hs-flp^122^*, FRT19A/y x *cdc42^4^*, FRT19A/CyO

**Primers**

*Primers used in molecular cloning are listed below:*

*dsh-Myc*: 5’-ctgcagtaaagtgcaagttaaagtg-3’ and 5’-tgtccaattatgtcacaccacaga-3’,

*HA-dlg1*: 5’-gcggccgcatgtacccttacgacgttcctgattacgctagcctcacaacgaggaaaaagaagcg-3’ and 5’-tctagattatagagattccttggaaggtac-3’,

*HA-dlg1-RB*: 5’-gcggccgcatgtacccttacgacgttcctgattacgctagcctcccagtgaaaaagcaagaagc-3’ and 5’-tctagattatagagattccttggaaggtac-3’,

*dvl1-HA*: 5’-gccgaattcatggcggagaccaagattat-3’ and

5’-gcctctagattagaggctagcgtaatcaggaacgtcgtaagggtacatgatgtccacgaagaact-3’,

*dvl2-HA*: 5’-gccgaattcatggcgggtagcagcact-3’ and

5’-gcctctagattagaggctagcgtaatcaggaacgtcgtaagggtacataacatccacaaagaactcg-3’,

*dvl3-HA*: 5’-gccgaattcatgggcgagaccaagatc-3’ and

5’-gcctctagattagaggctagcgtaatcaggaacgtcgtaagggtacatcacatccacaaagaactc-3’,

*dlg2-Flag*: 5’-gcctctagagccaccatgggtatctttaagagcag-3’ and

5’-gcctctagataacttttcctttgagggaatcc-3’,

*dlg3-Flag*: 5’-gccggtacccacaagcaccagcactgctg-3’ and

5’-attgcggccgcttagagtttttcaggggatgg-3’,

*dlg2KKAA-Flag*: 5’-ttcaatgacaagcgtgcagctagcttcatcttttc-3’ and

5’-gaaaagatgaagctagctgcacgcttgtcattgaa-3’,

*dlg2 SFI-NL-Flag*: 5’-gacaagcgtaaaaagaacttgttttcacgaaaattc-3’ and

5’-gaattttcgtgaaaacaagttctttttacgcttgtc-3’.

*Primers used to generate dsRNAs are listed below:*

*tsu*: 5’-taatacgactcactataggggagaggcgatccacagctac-3’ and

5’-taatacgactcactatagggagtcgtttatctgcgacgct-3’,

*mago*: 5’-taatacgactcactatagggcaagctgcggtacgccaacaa-3’ and

5’-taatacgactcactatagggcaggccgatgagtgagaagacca-3’,

*dlg1*: 5’-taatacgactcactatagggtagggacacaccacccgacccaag-3’ and

5’-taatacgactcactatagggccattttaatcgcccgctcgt-3’,

*Gal80*: 5’-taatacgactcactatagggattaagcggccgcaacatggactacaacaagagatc-3’ and

5’-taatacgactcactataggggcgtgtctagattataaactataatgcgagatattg-3’.

*Primers used in quantitative real-time PCR are listed below:*

*α-Tub84B*: 5’-ggcaaggagatcgtcgatctgg-3’ and 5’-gacgctccatcagcagcgag-3’,

*tsu*: 5’-tgtgttggacattgacaa-3’ and 5’-cttcgccttttccttcag-3’,

*rl*: 5’-atatcgccctttgaacac-3’ and 5’-ctctcatttggtctatgctat-3’,

*cno*: 5’-agccctaacgatccagttg-3’ and 5’-catctgagagtttgccacaat-3’,

*dbo*: 5’-aggatttctctacgcaatt-3’ and 5’-ctacccatttgttgtgtct-3’,

*kel*: 5’-cttggttacagacgcaact-3’ and 5’-aagtggagtacaacgaagac-3’,

*l(2)gl*: 5’-tggtgcgatgtttactatttg-3’ and 5’-agactgtactggcatttgt-3’,

*Nek2*: 5’-gaagggcaggaaatacgat-3’ and 5’-gtcttagggcacacatctc-3’,

*RhoGEF2*: 5’-aggaaaccctatggatgac-3’ and 5’-ctgaatgcttgactcttctg-3’,

*sano*: 5’-gaagagcaactacaactt-3’ and 5’-aatactccattggaatctg-3’,

*yki*: 5’-aagccaagaccaatgatg-3’ and 5’-tggcgatattggattctg-3’,

*dlg1*: 5’-atactttacgggcgttgt-3’ and 5’-cgactgggaccaaatcat-3’,

*dsh*: 5’-tggctaaagataacgattcc-3’ and 5’-ctgaacatcctccacattc-3’.

*Primers used in RT-PCR are listed below:*

*α-Tub84B*: 5’-cgtttgtcaagcctcatagccg-3’ and 5’-gctccagtctcgctgaagaagg-3’,

*tsu*: 5’-tgtgttggacattgacaa-3’ and 5’-cttcgccttttccttcag-3’,

*rl*: 5’-atatcgccctttgaacac-3’ and 5’-ctctcatttggtctatgctat-3’,

*cno*: 5’-tgttccatgtgcggagacg-3’ and 5’-gacagagccaggttgtagcg-3’,

*dbo*: 5’-atccgaaggtcacgctcact-3’ and 5’-agcctcatccaccaaatccc-3’,

*kel*: 5’-acagcaagcacagccacaac-3’ and 5’-atcctcccgactccttagcg-3’,

*l(2)gl*: 5’-caggaccaaccagagcaatc -3’ and 5’-agactgtactggcatttgt-3’,

*Nek2*: 5’- cggtttgaggagccctacatc-3’ and 5’-ggaatccgactgaactcaccct-3’,

*RhoGEF2*: 5’-aggaaaccctatggatgac-3’ and 5’-ccgatccctatgaccactaa-3’,

*sano*: 5’-agcattccgcaaccactt-3’ and 5’-agcataattctgggcgtagc-3’,

*yki*: 5’-ggcgatacatcactcccg-3’ and 5’-gatcctcccactgcgtagatt-3’,

*dlg1*: 5’-cagtaccgcccagaggagt-3’ and 5’-gatccaatgtcgattgcttatc-3’,

*dlg1* for detecting aberrant transcripts: 5’-gcccgaaggctgtgccaaac-3’ and

5’-tctgctgcggctgctgatt-3’,

*dsh*: 5’-tggctaaagataacgattcc-3’ and 5’-ctgaacatcctccacattc-3’,

*wg*: 5’-atctgcctgatggccctgtg-3’ and 5’-cctggtggttcgcttgtgga-3’.

How the deposited data were processed for this re-analysis (not part of the article)

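Poly(A)+ RNA was sequenced from larval wing discs expressing *lacZ* (2 samples) or *tsu* RNAi (2 samples) under T80-Gal4, with 1000 pairs of discs per sample. The samples were mapped to genotype and replicate from the labels, which match the duplicates in the methods of the paper. The paper reports between 22563753 and 28651178 read pairs of 125 bp per sample by genotype, without saying which duplicate is which.

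The authors aligned the reads with TopHat (2.0.13), used Ensembl release 78 of BDGP5 as annotation, and ran Cufflinks (2.2.1) on each sample. The Cufflinks options are not stated. FPKM values and the bounds of their 95% confidence intervals were deposited by the authors for each gene and each transcript, normalized for transcript length and mapped fragments within each sample and not between samples. The coverage signal the authors deposited for each transcript is the estimated read depth per base in that sample, not normalized for library size. The authors also deposited the length of each transcript in bases, which is given as another quantity and has no normalization. The coverage was used only to compare depth. Its median ratio to FPKM was 4.79 and 6.29 in *lacZ* and 4.97 and 5.44 in *tsu* RNAi. No read counts are in the files, so no count model was used, and no interval or smallest detectable share was computed beyond the intervals of Cufflinks.

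The gene tables have 15348, 15225, 15270 and 15325 rows in *lacZ* 1, *lacZ* 2, *tsu* RNAi 1 and *tsu* RNAi 2, of which 6205, 6586, 6710 and 6901 carry an identifier assigned by the assembly in that sample. Of these identifiers, 5053 occur in all 4 samples, but 0 of them stand at overlapping loci in all samples. The plan made before the files arrived, to sum the rows of one gene identifier, could therefore not be followed. Genes were matched by the symbol of their annotated transcripts. The FPKM of a gene was the sum of its transcript rows, including transcripts assembled in its locus. An assembled transcript in a locus with several genes was given to the gene whose span it overlapped most, and assembled transcripts in loci without an annotated gene were left out. The largest single value at such loci was 31163200 FPKM in *tsu* RNAi 2 and 10397300 FPKM in *lacZ* 2. It was 209295 FPKM in *tsu* RNAi 1 and 12005 FPKM in *lacZ* 1. This definition, chosen after the files were seen, gave 15600 genes. In addition, 16 annotated transcripts that were present in some files only were matched by gene, chromosome and length. Coordinates are those of BDGP5 as in the files, with starts counted from 1, unless BDGP6 is named.

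Genes altered by more than 25% were those with a mean FPKM above 10 in either genotype and a mean in *tsu* RNAi more than 25% below or above that in *lacZ*, following the criteria in the paper's Supplementary file 2. Fold changes were tested with limma (3.58.1, R 4.3.3) on log2(FPKM + 1), with an empirical Bayes trend and Benjamini-Hochberg adjustment, for genes with at least 1 FPKM in at least 2 samples. Standard errors are those of limma's moderated model. All 4 samples entered each fit, with genotype as the only term. The replicate block adds the replicate number from the labels. With 2 samples per genotype, the smallest exact permutation p of a single gene is 0.333.

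Transcript shares were taken over annotated transcripts, with all assembled transcripts of a gene pooled as 1 class, for genes with at least 2 transcripts and a sum above 10 FPKM in every sample. Shares were tested with limma on the log2 ratio of a transcript to the rest of its gene, with 1 FPKM added to each. Shifted genes had a mean total variation distance of at least 0.2 between genotypes and a smallest distance above both distances between duplicates. Longest introns came from the BDGP6 annotation (Ensembl release 115), which has an entry for 97.3% of the genes. Median differences were tested with a permutation test of 100000 resamples, whose smallest p is 1e-05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

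The text names every gene the paper names in its RNA-seq, qPCR or RT-PCR results or as a component of the EJC or of Wg reception. It also names the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean above 10 FPKM in either genotype and the same direction in all 4 pairs of samples. This rule was written before the files arrived.

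The scripts were tested on simulated data. Changed genes had a simulated log2 change of 1.5, with an SD of 0.2 on the log2 scale. Their recovery therefore does not apply to smaller changes, such as that of *dlg1*. limma recovered 99.5% of 200 changed genes, with 1.485% of called genes unchanged, and 87% of 200 changed transcripts, with 2.138% of called transcripts in unchanged genes. The distance rule found 100% of simulated shifts past the threshold and called 0% of unchanged simulated genes. That 0% does not carry over to the real samples. In splits of these that mix the genotypes, the same rule called 94 and 103 genes shifted, against 256 in the real split. The permutation test gave a p under 0.05 in 7% of 200 null simulations.

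Alternatives were a different minimum FPKM or none, a pseudocount of 0.1, change in all 4 pairs, the replicate block, median-ratio scaling, quantile normalization, no trend, the highest row of a gene, rows with an OK status, no small RNA, rRNA or mitochondrial genes, other distance thresholds and each sample left out in turn. After the data were seen, 3 more were added, which are annotated transcripts only, genes at 0 FPKM in 1 sample and above 10 in another left out, and the replicate block with median-ratio scaling. Splice site usage, exon-level tests by DEXseq, qPCR, RT-PCR and imaging were not analysed, as the files hold no such measurements.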

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

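Genes of digestive enzyme and peritrophin families, which the paper does not discuss, made up 4.78% and 4.34% of the FPKM of genes in the *tsu* RNAi samples and 0.00347% and 0.00306% in the *lacZ* samples. This is a signal outside the genes the paper analyses, far above the control samples. The first explanation weighed is RNA from attached gut tissue in the *tsu* RNAi samples. If so, most detected genes of these families, and muscle genes too, would be at least 4 times higher in both *tsu* RNAi samples than in both *lacZ* samples. That held for 28 of 31 detected genes (90.3%) on a list of 73 genes, with 1 gene at least 4 times lower, and for 6 of 8 detected muscle genes. A narrower list of 47 of these genes, made after the values of the longer list had been seen, gave 22 of 23. Both lists and both predictions for this pattern were written after the result had been seen, so the test cannot count as independent. A list of fat body genes written before the files arrived was higher as well, in 4 of 6 genes. The second explanation is attached tissue that varies between preparations. The median difference between *tsu* RNAi duplicates of these genes was 1.32 times that of all genes above 10 FPKM, which does not separate it from a constant amount. A response of disc cells to the loss of *tsu* would also raise both samples and was not tested. Every sample of one genotype shows the pattern and none of the other, so tissue carried along in dissection and an effect of the genotype cannot be told apart. The files give no dissection or library batch.

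Transcripts assembled in the sample held 6.87% and 11.0% of gene FPKM in *tsu* RNAi, against 5.14% and 4.05% in *lacZ*. These transcripts are outside the annotation that the paper used as reference, and the share was higher in both *tsu* RNAi samples. The paper's gene list may still count them. Its ratio for *dlg1* was 0.715, against 0.714 with assembled transcripts and 2.00 without them. With assembled transcripts and median-ratio scaling it was 0.848. The paper's ratio was nearer the scaled value for some genes, such as *dbo* (0.704, against 0.605 unscaled and 0.719 scaled). For others it was nearer the unscaled value, such as *eIF4AIII* (0.644, against 0.669 and 0.796). The closeness of 0.714 to 0.715 therefore does not show that the paper's values were computed in the same way. The order of samples by depth was different, since the ratio of coverage to FPKM was 4.79 and 6.29 in *lacZ* and 4.97 and 5.44 in *tsu* RNAi. Assembled transcripts bear on the transcript shares. Of the 256 genes with shifted shares, 69.1% had an assembled transcript in some sample, against 49.6% of the 2851 other genes of the comparison (Fisher's exact test across genes, p = 1.4e-09). The number of shifted genes was 136 of 2221 (6.12%) with annotated transcripts only, against 256 of 3107 (8.24%). The limma test of transcript shares moved the other way with annotated transcripts only. It went from 289 of 6804 transcripts in 214 genes to 323 of 4014 transcripts in 229 genes. These counts cannot decide the question, since leaving out assembled transcripts does not return their reads to the annotated ones. The prediction that assembled transcripts bear on the shares was written after the counts had been seen. The shifts may therefore come in part from transcripts that Cufflinks assembled in some samples and not in others, and from regulation of splicing by the pre-EJC, and these cannot be told apart here. Only 1 of the 3 splits of the 4 samples into 2 and 2, the real one, gave as many shifted genes. The other 2 splits gave 94 and 103, and 3 splits are too few to rule out chance.

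At least 1 FPKM was reached by 7726 and 7660 genes in *tsu* RNAi and by 7210 and 7140 genes in *lacZ*. This flags genes that the paper's minimum of 10 FPKM leaves out. From under 1 FPKM in both *lacZ* samples to at least 1 in both *tsu* RNAi samples went 641 genes, and 203 went the other way. RNA of other tissues may account for part of this, as with the 90.3% of detected digestive genes that rose, but the genes were not assigned to tissues one by one. At 0 FPKM in both *lacZ* samples and above 10 in both *tsu* RNAi samples were 115 genes, and 66 genes showed the opposite. Zeros of the quantification may be among these and were not separated. A biological change of expression in the discs was not tested and remains.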

How the results depend on the processing

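Over the alternatives chosen before the files arrived, 144 values were classed as the same as in the main setting, 30 as moved and 21 as weaker. The class of same values allowed some change, such as 2275 and 3674 altered genes against 3084 in the main setting. Alternatives added after seeing the data had 28 values classed as the same, 4 as moved, 6 as weaker, 1 as stronger and 1 as reversed. The decreases of *sens* and *Dll* and the longer introns of genes with shifted shares kept their direction under every alternative that gave a value. Their sizes moved, with log2 fold changes from −2.59 to −1.52 for *sens* and from −1.26 to −0.896 for *Dll*. The difference in longest introns ran from 0.710 to 1.29 on the log2 scale. The mean distance between *dlg1* transcript shares was 0.725 with annotated transcripts only, against 0.733, but the *lacZ* duplicates were then at a distance of 1, so *dlg1* no longer differed between genotypes by more than between duplicates. *sens* had no value with a mean above 10 FPKM or without either *lacZ* replicate, because it fell below the filters. The highest row of a gene could not differ from the main setting, since symbols were already summed over transcripts.

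With no minimum FPKM, 7704 genes were altered by more than 25% (3633 decreased, 4071 increased), and with the same direction in all 4 pairs 1983 were (1307 decreased). Median-ratio scaling gave 974 decreased and 1483 increased genes, and 1114 genes decreased by limma. A change of 25% is within reach of small shifts in level, so these counts follow the scale and the noise of low genes. The replicate block left 2004 genes by limma (1024 decreased), and with median-ratio scaling 1609 (463 decreased). The block costs 1 of the 2 residual degrees of freedom. A mean above 10 FPKM left 706 increased genes by limma, and annotated transcripts only left 1537 decreased genes. Over the 4 fits that each left out 1 sample, limma gave 644 to 3129 genes, 438 to 1867 decreased and 206 to 1262 increased.

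The log2 fold change of *dlg1* stayed at −0.472 but lost its adjusted p under 0.05 with no filter, with the replicate block and without a trend. It was −0.229 with median-ratio scaling, with or without the block, −0.293 with quantile normalization and −0.566 to −0.378 with 1 sample left out, all with adjusted p values above 0.05 by limma. It reversed to 0.949 with annotated transcripts only, because assembled transcripts hold most *dlg1* FPKM in *lacZ* and none in *tsu* RNAi. *dsh* was at the threshold. Its log2 fold change was −0.313 under no filter, the block, no trend and annotated transcripts only. It was −0.141 with quantile normalization and −0.0735 with median-ratio scaling with or without the block. None of these had an adjusted p under 0.05 by limma. The adjusted p of *dsh* stayed under 0.05 with a mean above 10 FPKM (0.0443) and a pseudocount of 0.1 (0.0496). It also did so without genes at 0 in 1 sample and above 10 in another (0.0361). With 1 sample left out, the log2 fold change of *dsh* was −0.383 to −0.242. *wg*, at −0.297, fell under 0.05 only without genes at 0 in 1 sample and above 10 in another. *l(2)gl* lost its adjusted p with annotated transcripts only (−0.356) and with the block and scaling (−0.625), and ranged from −0.961 to −0.781 with 1 sample left out, where 1 fit of 4 had an adjusted p above 0.05. *dbo* lost it with the block and scaling (−0.456), with a range from −0.726 to −0.667 over the fits without 1 sample, where both fits without a *tsu* RNAi sample had an adjusted p above 0.05.

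For transcript shares, limma gave 465 transcripts with a pseudocount of 0.1, 500 without a trend, 0 with the replicate block and 0 to 0 with 1 sample left out. Shifted genes numbered 158 with a distance of at least 0.3, 136 with annotated transcripts only, and 510 to 604 with 1 sample left out. The number of samples limits these results, as 2 per genotype leave 2 residual degrees of freedom. The effect of depth was not tested.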

Differences from the paper's values

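The paper's text counts 1447 mRNAs altered by more than 25%, against 3084 in the files. Among the alternatives set before the files arrived, only a change in the same direction in all 4 pairs of samples came within 1.5 times of the paper's count, with 1983 genes. The others gave 2181 to 7704.

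The paper's count of decreased mRNAs is 818, against 2126 in the files. Median-ratio scaling, with 974 genes, was the only alternative set before the files arrived that came within 1.5 times. The others gave 1307 to 3633.

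The paper's count of increased mRNAs is 629, against 958 in the files. Within 1.5 times were, of the alternatives set before the files arrived, a mean above 20 FPKM (661), the same direction in all 4 pairs (676), both pairs of the same replicate number (725), no small RNA, rRNA and mitochondrial genes (937) and no *lacZ* replicate 1 (928). The others gave 957 to 4071. Without genes at 0 FPKM in 1 sample and above 10 in another, an alternative chosen after seeing the values, the count was 658. No single alternative came within 1.5 times of all 3 of the paper's counts.

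Of the paper's supplementary list, 1362 rows with a single symbol were found in the files. The direction was the same for 1280 of them, and 1087 were also altered by more than 25% in that direction. The symbols of 1885 genes altered in the files are nowhere in the list. Among them are *RhoGEF2*, with a ratio of 0.690, *mago*, with 1.43, and *baz*, with 2.08. The paper states no obvious change of *dsh* and *wg* mRNA. In the files both were lower in each *tsu* RNAi sample than in each *lacZ* sample, with ratios of 0.796 and 0.810. Both are close to the median ratio of 0.825 over genes above 10 FPKM. With median-ratio scaling the ratios were 0.946 and 0.963, so these values do not contradict the paper.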

Other observations

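Other pre-EJC and EJC genes changed in different directions. The ratio of *tsu* RNAi to *lacZ* was 0.669 for *eIF4AIII* (adjusted p = 0.00765 from limma), 0.787 for *RnpS1*, 1.01 for *btz* and 1.43 for *mago* (adjusted p = 0.0703 from limma). Each *tsu* RNAi sample was higher than each *lacZ* sample for *mago*. Among genes of Wg reception, the ratio of mRNA was 0.446 for *arr* (adjusted p = 0.00768 from limma) and 0.802 for *fz2*. With median-ratio scaling these were 0.530 and 0.953. In *tsu* clones, the paper reports Arr protein as mostly unchanged and Fz2 protein as slightly higher in some clones. Those are protein stainings in clones, while the ratios here are of mRNA in whole discs. The unscaled ratio was 0.548 for *fz3*, which the paper uses as a target of Wg signaling.

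A list of 10 salivary gland glue and related genes was written before the files arrived. Of the 9 detected, all were at least 4 times lower in *tsu* RNAi, with 0.850% and 0.965% of FPKM in the *lacZ* samples and 0.000497% and 0.000623% in *tsu* RNAi. RNA from attached salivary gland tissue may explain this. Its prediction, also made before the values were seen, was that these genes differ between duplicates by more than the median gene does. The median difference between the *lacZ* duplicates was 1.71 times that of all genes above 10 FPKM, and all 9 were higher in the second *lacZ* sample. That is small beside the difference between genotypes, and tissue that was attached at random would not have to follow the genotype. A difference in larval stage between the genotypes would be a biological alternative and was not tested.

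Most genes shifted down together. The median ratio over genes above 10 FPKM was 0.825. If what else is in the libraries caused this, the excess of decreased genes would be gone after median-ratio scaling. Decreased genes then numbered 974 against 1483 increased. This prediction was made after the shift had been seen. The scaling centres the median ratio, here at 0.981, whatever caused the shift, so the test cannot decide the cause. An equal fall in all mRNA per disc would leave FPKM unchanged, since FPKM is relative to all mapped fragments. FPKM can therefore neither show nor exclude such a fall. A fall of most mRNAs relative to the others could give the same values and was not ruled out. Genes more than 10 times higher in both *tsu* RNAi samples held 7.79% and 7.07% of their FPKM. Whether such shares account for a median ratio of 0.825 was not tested. Of the 3 splits of the samples into 2 and 2, only the real split, 1 of 3, gave as many altered genes. The other splits gave 575 and 554 genes.

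At 0 FPKM in both *tsu* RNAi samples and above 10 in both *lacZ* samples were 66 genes, and 115 genes showed the opposite. The paper's list names 16 of the 66, and gives 12 of them more than 10 FPKM in *tsu* RNAi. Zeros at loci that overlap another gene are a candidate explanation, as 57.6% of the 66 genes (38) overlap another annotated gene, against 42.2% of other genes above 10 FPKM (Fisher's exact test across genes, p = 0.0167). Zeros against more than 10 FPKM also occurred between duplicates, in 256 genes in *lacZ* and 220 in *tsu* RNAi. The prediction was written after the zeros had been seen, and the overlap does not account for the remaining genes.

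A hypothesis written before the files arrived was that longer introns go with lower mRNA after *tsu* RNAi. The median longest intron was 545 nt in 1952 decreased genes and 321 nt in 2801 unaltered genes, a difference of 0.764 on the log2 scale (permutation test, p = 1e-05, the smallest the resamples give). The share of decreased genes was 28.1% without introns, 34.5% with a longest intron up to 100 nt and 32.6% over 100 to 1000 nt. It was 39.0% over 1000 to 10000 nt and 47.1% above 10000 nt, so the rise was not steady. After median-ratio scaling the difference was 1.14 (permutation test, p = 1e-05, the smallest the resamples give). A technical explanation, weighed after this was seen, is that genes with long introns have more transcripts and overlapping loci. Among genes with 1 annotated transcript the difference was 0.220 (permutation test, p = 0.150). That test is weak, since these genes largely lack long introns, with medians of 109.5 nt in 834 decreased and 94 nt in 1320 unaltered genes. Without genes at 0 FPKM in 1 sample and above 10 in another, an alternative chosen after seeing the data, the difference was larger, 1.07 (permutation test, p = 1e-05, the smallest the resamples give), which speaks against zeros of this kind as the reason. The number of transcripts and overlap of loci beyond such zeros were not ruled out.

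The 408 transcripts in the paper's Supplementary file 3 carry a class code from the comparison of assembled with annotated transcripts. The paper's list gives 174 of them the code =, which Cufflinks uses for a complete match of the intron chain, and 90 the code j, which it uses for a transcript with at least 1 junction that is not annotated.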
